# Construction of a large scale integrated map of macrophage pathogen recognition and effector systems

**DOI:** 10.1186/1752-0509-4-63

**Published:** 2010-05-14

**Authors:** Sobia Raza, Neil McDerment, Paul A Lacaze, Kevin Robertson, Steven Watterson, Ying Chen, Michael Chisholm, George Eleftheriadis, Stephanie Monk, Maire O'Sullivan, Arran Turnbull, Douglas Roy, Athanasios Theocharidis, Peter Ghazal, Tom C Freeman

## Abstract

**Background:**

In an effort to better understand the molecular networks that underpin macrophage activation we have been assembling a map of relevant pathways. Manual curation of the published literature was carried out in order to define the components of these pathways and the interactions between them. This information has been assembled into a large integrated directional network and represented graphically using the modified Edinburgh Pathway Notation (mEPN) scheme.

**Results:**

The diagram includes detailed views of the toll-like receptor (TLR) pathways, other pathogen recognition systems, NF-kappa-B, apoptosis, interferon signalling, MAP-kinase cascades, MHC antigen presentation and proteasome assembly, as well as selected views of the transcriptional networks they regulate. The integrated pathway includes a total of 496 unique proteins, the complexes formed between them and the processes in which they are involved. This produces a network of 2,170 nodes connected by 2,553 edges.

**Conclusions:**

The pathway diagram is a navigable visual aid for displaying a consensus view of the pathway information available for these systems. It is also a valuable resource for computational modelling and aid in the interpretation of functional genomics data. We envisage that this work will be of value to those interested in macrophage biology and also contribute to the ongoing Systems Biology community effort to develop a standard notation scheme for the graphical representation of biological pathways.

## Background

Macrophages and other antigen presenting cells (APCs) are present in high numbers in all tissues. They act as a first line of defence against pathogenic organisms playing a crucial role in co-coordinating the innate immune response to infection. Furthermore, it is being increasingly recognized that they not only play a central role in tissue homeostasis and development, but also in the aetiology and maintenance of pathological processes that underpin all infectious, inflammatory and malignant disease [1,2]. Whilst our ability to perform quantitative and qualitative measurements on the cellular components of the macrophage has increased massively, as has our knowledge on how they interact with each other, we have failed to convert these observations into detailed models of these systems. However, without such models we cannot hope to truly understand macrophages or indeed any other cell at a systems level.

Our primary interest has been to further our understanding of the macrophage signalling and effector pathways that orchestrate this cell's pivotal role in infectious and inflammatory disease. As with many systems, certain macrophage pathways are very well characterized whereas little is known about many others. Even where pathway domain knowledge does exist however, it is generally fragmentary and subjective. Therefore we set out to generate an integrated model of macrophage pathways of interest to us and in doing so we have faced one of the central challenges in pathway biology: How does one construct clear concise pathway diagrams of the known interactions between cellular components that can be understood by and useful to a biologist?

Decades of research on the functional activity of individual proteins and genes has revealed many insights into how these cellular components interact with each other to form the metabolic, signalling and effector effecter pathways that underpin life. Much of this work however remains locked inside the literature where specific insights into pathway function are subject to the semantic irregularities that come with their description by different authors. As a result, the details of a given pathway have traditionally been known only to a few experts in the field whose research is often focused on a single protein and its immediate interaction partners. Pathways are understood more generally by their description in reviews and diagrams produced on an *ad hoc *basis. If we are to escape this gene-centric view of biological systems, we must develop better ways to order and display our knowledge of protein interactions and the systems they form. Formalized diagrams act as a visual representation of the interactions between cellular components and provide a valuable resource for modelling network structure and the dependencies between components [3]. In addition, pathway models are an invaluable resource for interpreting the results of genomics studies [4-10], for performing computational modelling of biological processes [11-15] and fundamentally important in defining the limits of our existing knowledge. Large integrated diagrams of metabolic pathways have been available for many years, for example Gerhard Michal's classic biochemical pathways wall chart first published by Boehringer-Mannheim in 1968. Such pathway diagrams are inevitably complex, but potentially liberate the user to explore the interconnectivity between what might be seen as separate pathways and get an overview of topology of the system as a whole. In contrast, the assembly of detailed diagrams of signalling pathways as integrated networks rather than a series of disconnected views has been little explored.

In recognition of the importance of pathways, many efforts have been made to collate pathway knowledge, together with information derived from large-scale interaction studies and literature mining, into public and commercial databases [16-25]. These offer searchable access to pathway diagrams and interaction data derived from a combination of manual and automated (text mining) extraction of primary literature, reviews and large-scale molecular interaction studies. Whilst invaluable and in many ways the best we have, a major problem with these efforts is that the information content of these diagrams is frequently limited and visualizations of these systems are of variable and often poor quality; Pathway components are often labelled using inconsistent nomenclature systems and depicted using a variety of shapes (glyphs) to illustrate component 'type'. Furthermore, notation schemes used for pathway diagrams to depict one molecule's interactions with another are not standard and are often limited in their ability to convey the exact nature of the relationship between components. Finally, pathway diagrams are generally highly subjective reflecting the curator's bias, such that two diagrams depicting the 'same' pathway may share little in common. Together these factors commonly result in uncertainty as to what exactly is being shown. The diagrams thereby fail to fulfil their basic purpose - to provide a comprehensive and unambiguous picture of what is known about a pathway. In an effort to address some of these issues, a number of groups have suggested notation schemes for drawing 'wiring diagrams' of cellular pathways [26-29].

Over the past four years we have been constructing process diagrams [26] of pathways important in regulating macrophage immune biology and known to be activated in these cells during infectious and inflammatory disease. In constructing these graphical models which encompass a diverse range of biological pathways and concepts, we found it necessary to refine the Edinburgh Pathway Notation (EPN) scheme as previously proposed [28,30]. The current 'modified' EPN scheme has been arrived at through extensive use and testing. A specification document describing the complete list of mEPN symbols and rules for their correct use can be found on http://www.mepn-pathway.org[31]. The macrophage pathway model presented here, drawn using the mEPN scheme, explores some of the challenges associated with meeting the various demands of a pathway diagram. We hope it will prove to be a useful resource for macrophage biologists, as well as an important contribution to the debate on pathway notation and depiction.

## Results

The work described here follows in the footsteps of earlier efforts to construct process notation diagrams of macrophage pathways [30,32]. In the course of the current effort we have sort solutions to issues associated with the depiction of a variety of different biological systems, combining diagrams from multiple curators and the layout and integration of a large network model of these systems. A schematic view of the steps involved in the assembly of this pathway is shown in Figure 1.

**Figure 1:**
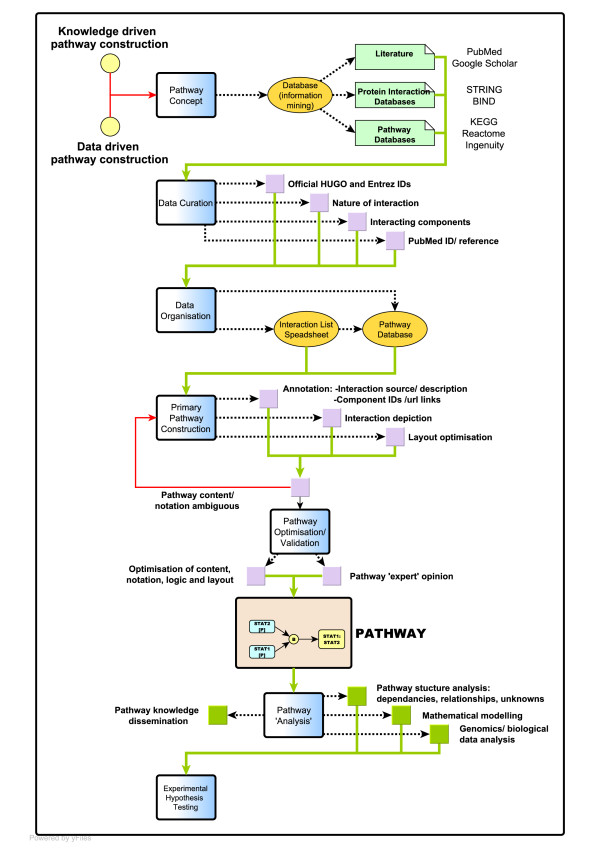
**Pathway construction workflow**. A workflow diagram summarizing the main stages of pathway assembly from concept to final diagram. Blue boxes portray the pathway construction phase. Each phase embodies a number of tasks (shown as lilac boxes or yellow-ellipses for data storage and processing), which when completed lead to progression towards the next stage of pathway construction (connected by green arrows). Red arrows indicate feedback to a previous construction phase. Lilac boxes describe the construction steps required pre-pathway assembly, whereas green boxes are linked to post-construction phases and describe the possible applications of the constructed and validated pathway diagram.

### Integrated Pathway Diagram

The pathway diagram presented here (Figure 2 and additional file 1) is a consensus view of a number of pathway modules assembled based on our interpretation of the literature describing these systems. A given interaction between components of the pathway may be supported by evidence derived from one or more publications and a publication may provide evidence supporting more than one interaction. A total of 1,000 different interactions have been recorded, supported by 728 different original papers and reviews (see additional file 2 for a table with the full list of interactions and supporting publications). The network diagram is comprised of 2,172 nodes connected by 2,553 edges. The diameter of this network (maximum distance from one node to another) is 58 and there is an average node connectivity (number of inputs/outputs) of 2.37 (max 37). A detailed breakdown of the class (type) of the nodes that make up the diagram is shown in Figure 3a. Briefly, 496 unique proteins are represented in the diagram many of which are shown to go on to be modified into different forms or bind together resulting in 412 different complexes. 81 genes are shown to be transcriptionally regulated by these pathways based on known associations between transcription factors and target genes. The interactions between these components are represented by 552 process nodes, 120 Boolean logic operators and 158 edge annotations. The pathway is drawn using the mEPN scheme, a full description of which can be found on http://www.mepn-pathway.org and in Freeman *et al.*, 2010 [31] and this and macrophage-related pathways are available through http://www.macrophages.com.

**Figure 2:**
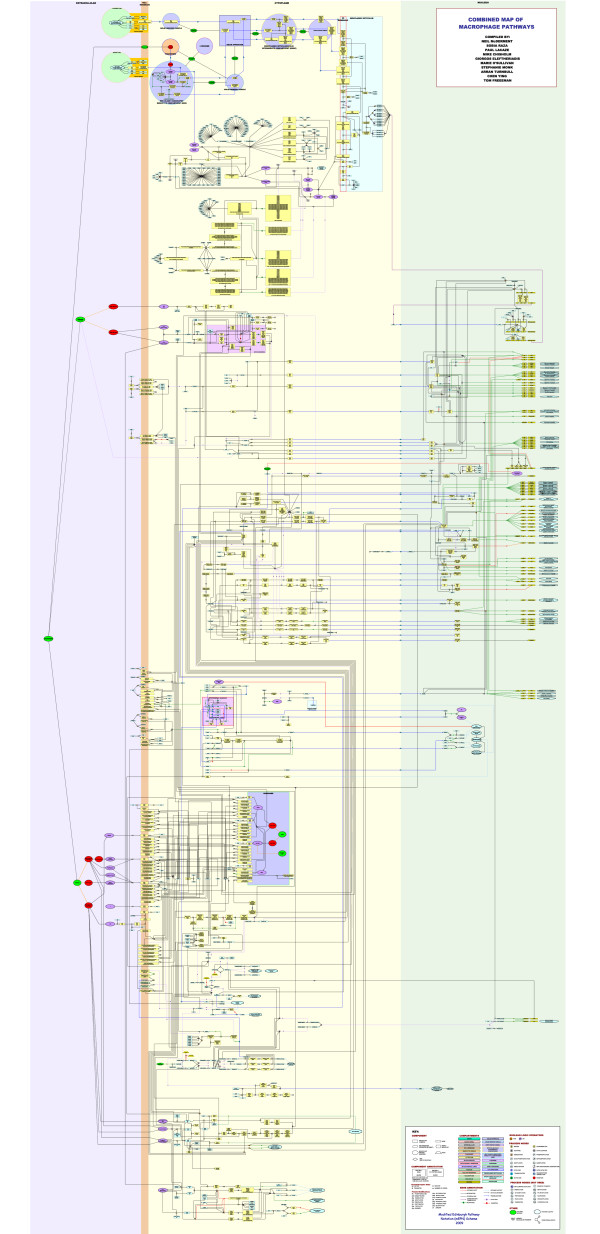
**Integrated pathway diagram of innate immune and macrophage activation pathways**. The modified Edinburgh Pathway Notation (mEPN) scheme is used to describe the interactions of signalling pathways active in the macrophage. A total of 2,172 components in this network are connected by 2,553 edges. Components include 496 unique proteins, the complexes formed between them (412), 181 genes/DNA/promotor regions, in addition to other molecular species (e.g. pathogens, drugs, RNA) and the nodes representing the processes in which the components are involved. Components are arranged to reflect the location in which they are active and background colour is used to distinguish between different sub-cellular locations.

**Figure 3:**
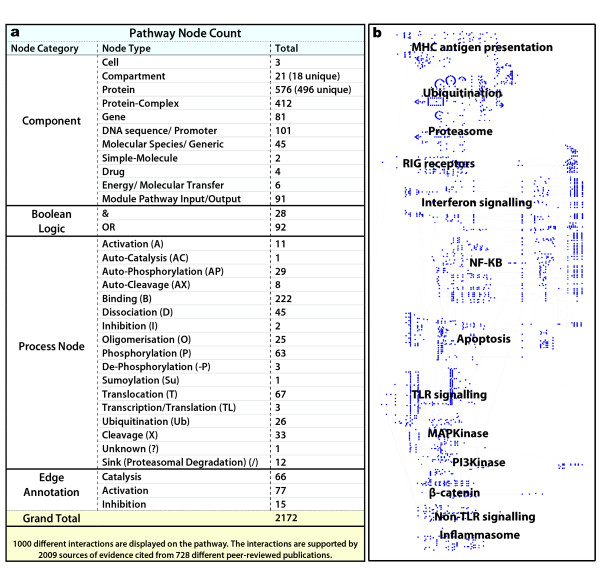
**(a) Breakdown of node class in the integrated pathway diagram and (b) Key to the pathway layout and content of the integrated diagram**. **(a) **Components, Boolean Logic, Process Nodes and Edge Annotation form the category of possible nodes. A detailed breakdown of the number of each type of node in each category is given. **(b) **The key reflects the approximate location of the different pathway modules depicted in the integrated diagram (Figure 2). Ideally pathways with high connectivity and sharing identical components are spatially located in close proximity.

### Description of the Biological Content of the Pathway Diagram

The pathway diagram (Figure 2 and additional file 1) incorporates detailed views of some of the best characterized pathways associated with macrophage-specific biology, as well as some that are generic, but in some way linked to the activity of these cells. Figure 3b shows the approximate location of the different pathway modules within the diagram. The size of the diagram requires it to be ideally viewed on a computer. Every effort was made to arrange modules so those with shared nodes and high connectivity are located in close proximity, however given the issues in depicting information on this scale, 'ideal' arrangement of components is challenging. The interactions between components and limited views of the pathways they form have been described in detail in the literature used to construct this diagram (see interaction table, additional file 2). An overview of the pathway biology depicted by the diagram follows.

### Macrophage Pathogen Receptor Systems

Macrophages are equipped with a complex array of pattern recognition receptors (PRRs) that bind a varied assortment of pathogen-associated ligands. Perhaps the best studied of these are the membrane-associated toll-like receptors present on the cell's surface (TLRs 1/2/4/5/6/10) and lining their endosomal compartments (TLRs 3/7/8/9) [34,35]. The receptors commonly form complexes comprised of 6-8 protein subunits which undergo a series of phosphorylation, dissociation and binding events following engagement of the receptor with their respective ligand class. As with all such receptor-ligand interactions shown in the diagram, each successive stage in the formation and activation of the receptor complex is explicitly shown (Figure 4a &4b). TLR's are comprised of two functionally significant domains; one for recognizing specific pathogen associated molecular patterns (PAMPs) and one for recruiting signalling adaptor proteins following binding of an appropriate pathogen-derived ligand. The pathogen recognition domains of different TLR's are structurally highly variable [36], thereby allowing the recognition of diverse pathogen-derived molecular species ranging from viral double- and single-stranded RNA [37,38] bacterial flagellin [39,40], lipopeptides [41,42], lipopolysaccharides [43,44], and bacterial and viral CpG motifs [45,46]. In contrast, the internal domains tend to be more conserved, reflecting the ability of different TLR's to recruit the same adaptor proteins; in particular MYD88, IRAK4, IRAK1, TOLLIP, TIFA, and TRAF6 are common to most of the TLR receptor complexes. The use of common adaptor proteins by many of the TLR complexes represented a significant challenge in depiction, with many edges emanating out of each adaptor molecule. Much effort was therefore put into layout of this system so as to provide visual clarity. A comprehensive and systematic effort to depict TLR signalling has been reported elsewhere [31] however this was not used in the construction of the current view of TLR signalling. These receptors ultimately activate a number of downstream signalling pathways including the NF-κB, IRF (interferon regulatory factor) [47] and MAPKinase, ERK, and JNK signalling [48].

**Figure 4:**
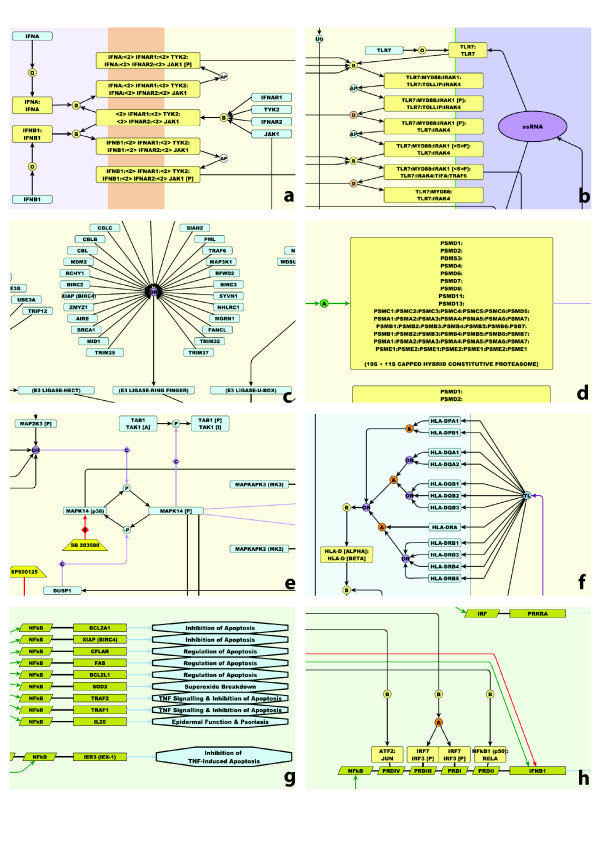
**Snapshots from the integrated macrophage pathway diagram. (a) Activation of the interferon type-1 receptor through its interaction with interferon-α (IFNA) or interferon-β (IFNB1)**. In each case binding of the ligand causes autophosphorylation of JAK1 which eventually leads to the type1-interferon response (not shown). **(b) Activation of TLR7 by single stranded RNA in the endosome**. This sequential multistep process involves binding events, autophosphorylations and dissociations steps. **(c) E3 ligase system**. Up to 500 proteins may potentially function as E3 ligases and here the well documented members are shown. **(d) Depiction of the proteasome**. In some cases it is useful to lay out the subunits of a complex to reflect the complexes known structure. Represented here are the layers of the proteasome's barrel structure and cap. **(e) Activation of MAPK14 (p38)**. Phosphorylation of p38 is reversible; numerous kinases will phosphorylate p38. p38 is dephosphorylated by DUSP1 and inhibited by the specific inhibitor SB203580. **(f) Combinatorial assembly of the MHC class 2 HLA-D (alpha/beta) complexes**. The & and OR Boolean operators indicate the combinatorial assembly of HLA-D (alpha/beta) complex from different classes of MHC class 2 proteins. **(g) Genes activated by NFKB1 (p50):RELA (p65) complex**. A number of genes activated by the binding of the p50:p65 complex to known NFKB elements in their promoter. In each case the likely functional consequence of this activation is shown as a pathway output. **(h) Regulation of *IFNB1 *expression**. Shown are the known promoter elements and factors that bind to them leading to *IFNB1 *expression.

Also represented here are 9 non-TLR cytoplasmic PRRs, including the NOD (nucleotide-binding oligomerization domain)-Like Receptors and RNA helicases, whose role it is to detect endogenous stress signals and intracellular pathogens. NOD-like receptors (NLRs) can be broadly divided into various classes, the NODS, NALPS and other types of NLRs, based on their protein domain structures. Bacterial associated PAMPs (e.g. flagellin and various classes of peptidoglycans) are recognised by NOD1, NOD2 and NLRC4 (IPAF1) which activate the NF-κB and MAPKinase pathways. NOD1 can also lead to the cleavage of IL1B into its active form. The NALPS (NLRP1, NLRP2, and NLRP3) detect a range of stress signals such as K^+ ^efflux, DNA, ATP or membrane damage, often collectively referred to as danger-associated molecular patterns (DAMPs). Once activated by DAMPs the receptors form oligomers with inflammatory caspases (CASP1/5) and in doing so activate the cleavage of the caspases [49]. The active complexes are known as 'inflammasomes' owing to their ability to cleave and activate interleukin proteins, and are crucial mediators of the inflammatory response. Although three NALP receptors have been depicted up to 14 different NALPS have been reported [50,51]. Finally, RNA helicases are responsible for the intracellular recognition of viral single stranded and double stranded RNA. The diagram shows DDX58 (RIG-1) and IFIH1 (MDA5) which recruit factors via their CARD domains and eventually initiate anti-viral gene expression by activation of the NF-κB system. The ZBP1 protein was recently characterized as a sensor of viral DNA [52] and activates the IRF3 transcriptional pathway. As such the PRR systems depicted represent a comprehensive view of these receptors and the signalling pathways they activate. However the diagram still lacks other known macrophage PRRs, including the surface mannose receptor, secreted receptors e.g. those belonging to the complement system and the recently described DNA receptor AIM2 [53-56].

### Cytokine Activation Pathways

The diagram also describes a number of the main cytokine signalling systems active in macrophages. These include the interferon (type 1 - IFNA/IFNB and type 2 IFNG), interleukin 1B (IL1B), TNF, TNFSF10 (TRAIL), TNFSF13B, FASLG and CD40LG signalling pathways. In each case these have been depicted starting from their interaction with their receptor complexes (Figure 4a) through to the activation of their downstream signalling and effector pathways. Interestingly, the expression of a number of these ligands is activated by PRR pathways (e.g. IL1B, IFNB) producing autocrine feed-forward loops. *IFNB *is perhaps one of the best studied genes in the whole genome in terms of its transcriptional regulation [35,57-59]. It is also one of the primary targets for a number of the macrophage PRR activation pathways described above and we therefore constructed a detailed model of its regulation (Figure 4h). Part of the reason behind this was also to grapple with the issues with depicting transcriptional networks and we believe the solution arrived at should work for other systems. In the current diagram however, we have generally chosen not to depict the links between cytokine gene activation (or indeed between other genes) and their respective proteins (via translation). The depiction of these edges adds to the visual complexity to the diagram. For modelling purposes however these connections can be added.

### Apoptosis (Programmed cell death)

A potential output of the innate immune response is to culminate in host cell suicide (apoptosis) thereby potentially limiting further reproduction of pathogenic organisms such as viruses. Two major routes of apoptosis execution have been identified, termed the intrinsic and extrinsic pathways. The intrinsic pathway is activated as a result of stress signals detected within the cell, for example, penetration of a viral pathogen into the cell or UV light induced DNA damage. Extrinsic apoptosis on the other hand is triggered by extracellular death-signalling ligands (FAS, TNFSF10 (TRAIL), TNF which are also members of the cytokine activation pathways) binding to the cell membrane receptors. Both intrinsic and extrinsic pathways activate a number of the caspase family of cysteine proteases. The initial caspases to be activated are categorized as initiators, (CASP2/4/6/8/9/10) and are capable of cleaving downstream executioner caspases, specifically CASP3 and CASP7. Caspases 3 and 7 initiate the series of events that directly lead to the morphological changes in a cell associated with apoptosis by the cleavage or inactivation of an array of molecules including, structural proteins, DNA repair proteins, and anti-apoptotic proteins.

### Signal Transduction and Transcription Factor Networks

The NF-κB (nuclear factor kappa-light-chain-enhancer of activated B cells) family of transcription factors are pivotal in the regulation of a wide variety of biological processes [60-63]. This includes many aspects of the innate and adaptive immune response, as well as the regulation of a diverse range of stress-related stimuli [64]. 5 different NF-κB proteins (REL (c-Rel), RELB (REL), RELA (p65), NFKB2 (p100 or p52), NFKB1 (p105 or p50) have been identified and these form a variety of homo- or hetero-dimers resulting in an array of different NF-κB complexes. Previously [30] we described the activation of two of the best-characterized NF-κB dimers; NFKB1:RELA (also known as p50-p65) and NFKB2 (p52):RELB, often referred to as the canonical and non-canonical pathways, respectively. However, we soon realized that this diagram was a rather naïve view of the NF-κB system and we set out to explore the literature on this system in greater detail. These efforts have resulted in our depiction of 14 different NF-κB dimers formed from combinations of the five NF-κB proteins. In addition to the 14 dimers, some NF-κB complexes form further complexes with a number of accessory proteins (NFKBIA/B/E/Z, BCL3, HMGA1, CREBBP, HDAC3, NCOR2) and together with their regulation by multiple phosphorylation events, give great diversity in the form and control of this important class of transcription factors. This goes someway to explaining the pleiotropic effects regulated by this system [65]. It is unlikely however that all the possible NF-κB systems depicted are active in the macrophage or indeed any other single cell type. NF-κB signalling is often cited in loose terms in literature with little reference to the exact NF-κB complex active in any given situation. The pathway diagram presented here demonstrates the complexity of this system and underscores the need for acknowledging the range of possibilities beyond the canonical and non-canonical NF-κB pathways.

As mentioned above, phosphorylation is a key element in the activation process of many of the NF-κB complexes. In the pathway, dimers of the core proteins may bind to NFKBIA, NFKBIB or NFKBIE, a group of I-kappa-B or NF-κB inhibitor proteins. When bound to their inhibitor, the NF-κB complexes are restricted to the cytoplasm. Upon stimulation the I-kappa-B proteins are phosphorylated, leading to their ubiquitination and eventual degradation, and the release of the active NF-κB complex. Dissociation of the inhibitors exposes the nuclear localization domain on the NF-κB complex causing it to translocate to the nucleus where it can modulate transcriptional activity of target genes [66,67]. Other NF-κB complexes (which are not bound to inhibitors) are activated following cleavage into smaller DNA-binding subunits. This is induced by stimuli phosphorylating the complex leading to its ubiquitination and subsequent processing of one or more of their subunits into smaller DNA binding peptides e.g. NFKB2 is processed from p100 to p52. Currently there are 34 genes shown on the diagram as the transcriptional targets of NF-κB signalling (Figure 4g). In reality this is only a small percentage of the known NF-κB targets [68]. Furthermore, the representation of the transcriptional regulation of these genes is almost certainly a gross over simplification, as there are likely to be other transcription factors acting in concert with NF-κB to modulate gene expression.

The pathway diagram presented here also includes preliminary views of some of the kinase signalling pathways known to be associated with macrophage activation. These include the MAP2K1/2 (MEK1/2)-MAPK3/1 (ERK1/2) cascade known to be activated by TLR signalling and the MAPK8 (JNK)-JUN (AP1) and MAPK14 (p38) (Figure 4e) cascades activated by NOD1/2 and TLR signalling. These pathways are clearly important to macrophage activation and are known to influence a range of different processes such as cell differentiation, cell cycle, phagocytosis and apoptosis. However, due to their apparent parallel and overlapping functions and their involvement with so many cellular processes, a precise understanding of their relative contributions to macrophage biology is unclear.

### Antigen Presentation and Related Pathways

Antigen presentation is not exclusive to macrophage biology but equally central to it. We have attempted to depict the MHC class I and II pathways from either the degradation of cellular proteins or the phagocytosis of pathogens, to the presentation of cellular/pathogen peptide antigens to CD8 cytotoxic T-cells or CD4 T-helper cells, respectively. In order to achieve this however, we found it necessary to construct diagrams of the ubiquitination pathway (due to it role in tagging cellular and pathogen proteins with ubiquitin) and proteasome formation (due to the role of the proteasome in the digestion and/or processing of ubiquitinated proteins). These latter two systems are also crucial to many aspects of cell biology, being responsible for the activation and/or degradation of many cellular and pathogen proteins alike. Depiction of these systems proved to be challenging. In the first instance, whilst our view of phagocytosis is greatly simplified, we had to find ways to show the passage of key molecules in the antigen presentation pathways from their assembly in the endoplasmic reticulum (Figure 4f) to their transport to the phagosome via the golgi and intermediate endosomal compartments. This required us to show events both at the molecular level, as well as the transition of compartments in which they reside from one state to another. In this case nodes representing pathway modules have been used to link one compartment to another indicating a series of vesicular transitions and fusions; complex processes in their own right. Another challenge was the depiction of the ubiquitination pathway. In short, proteins are tagged for degradation or cleavage through their binding to E3 ligases. Each E3 ligase or E3 ligase complex binds specific protein targets. We have shown a number of classes of these molecules i.e. the HERC/HECT, ring finger, U-box and SCF E3 ligases, encompassing over 80 proteins in total (Figure 4c). However many more proteins are thought to be associated with this role, perhaps as many as 500 [69,70]. To add to this complexity there are 36 known E2 ligases and 6 E1 ligases which add further specificity to this system. Clearly it would be impossible to show each individual protein and their associated E3 ligase passing through the ubiquitin pathway (even if the details were known) and therefore it has been depicted as a generic process; proteins bind E3 ligases, which provide a scaffold for ubiquitin transfer from E2 ligases, resulting in the ubiquitinated-protein being presented subsequently to the proteasome for processing. When a protein in the pathway is ubiquitinated we show this using a process node with the symbol Ub, which is essentially a short cut to showing this process. In our original pathway [30] we depicted the proteasome as a single node responsible for the cleavage and activation of ubiquitinated NF-κB complexes. As we looked further into the nature of the proteasome however, we began to appreciate that there is not just a single proteasome but at least 5 specific proteasome complexes; the 26S, 11S capped and 19S+11S capped hybrid constitutive proteasomes, and 11S and 19S+11S capped hybrid immunoproteasomes [71,72]. In an effort to show something of the structure of these large barrel-like complexes, we chose to depict the layered arrangement of core subunits into four stacked rings (7 subunits per ring/layer), where appropriate capped with other subunits that form the regulatory particles (Figure 4d). By linking the proteasomes with the generic model of the ubiquitination pathway we have also attempted to show each proteasome's preference for the cleavage of a specific class of peptides. However in doing this, it is not possible to show whether the given output of a proteins ubiquitination and cleavage is an activated peptide, a peptide for antigen presentation or the complete destruction of the protein. Where a protein in a pathway is degraded we have used the sink glyph (Ø) as a short cut to indicate that the protein has been removed from the system by proteasomal degradation.

### Compatibility of mEPN Pathways with Other Pathway Analysis Tools

The pathway model presented here is primarily designed to function as a computation resource. Its size as well as the fact that additional information is available through mouse-over or hyper-linked from it, means that it is best viewed on a computer. The diagram has been constructed using the freely available program yEd graph editor (yFiles software, Tubingen, Germany), a general purpose tool designed for the depiction of network-based diagrams. The standard file format used with this program is .graphml which is also supported by other network/pathway editors [73-76]. In this format pathways are available for editing and expansion or alternatively using the yEd editor, can be exported from the program in a number of image (.jpeg, .png, .pdf) and exchange formats (.tgf, .gml, .ygf, .xml, .html). The pathway is also provided as .pdf and .html formats (additional files 3 &4). In order to enhance options for the display, analysis and integration of these pathways with other data types we have recently implemented the import of .graphml files into Biolayout *Express*^3D^, a network analysis tool co-developed by our group [76,77]. This program supports a range of other network analysis features and is suited for working with small or large networks derived from other data sources. A 'layout' file has been provided (additional file 5) such that the diagram can be viewed in this tool as either a conventional 2D or 3D network diagram, in both cases using the node co-ordinates from the .graphml file (although polylines are not supported). Alternatively the diagram can be viewed in 3D using a modified Fructerman-Rheingold organic layout algorithm [78]. A notation system consisting of 3-D shapes is applied in the 3-D view of the pathway [31] (also see http://www.mepn-pathway.org). With the ever increasing amounts of interaction data it becomes more evident that an extra dimension will be valuable for the visualisation of large pathways and eventually an in silico cell. The BioLayout *Express*^3D ^interface also supports the follow through of connectivity in pathways such that the parent or children nodes of a given selection can be highlighted and selected nodes hidden or isolated.

Pathway diagrams are frequently used as an aid to the interpretation of experimental data e.g. gene expression analyses, proteomics screens whereby the results of these studies are be overlaid on top of pathways to provide context to the findings. To facilitate these analyses we have recently implemented an "import class-sets" functionality into Biolayout *Express*^3D^, allowing lists of genes of interest and/or annotations to be easily exported directly from the tool and identified on the pathway. 

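Macrophages grown from the bone marrow of male Balb/c mice with the growth factor Csf1 were treated with recombinant mouse Ifn-β, a type I interferon that cells release on infection, at 10 U/ml. RNA was taken before treatment (0 h) and 1, 2, 4, 8 and 24 h after it, with 2 arrays at each of the 6 times. The labels call the arrays of each time biological replicates and also say that their RNA came from separate wells, so the spread between them is that between wells of one preparation or of several, which is not stated. No untreated culture at 1 to 24 h was among the 12 arrays, so time in culture runs with time after Ifn-β. Each sample was hybridized to an Affymetrix mouse exon array, and the authors normalised the signals with RMA in the Expression Console software, which gives a log2 level per transcript cluster, the probes of one transcribed region. The deposited table holds 23332 transcript clusters to 2 decimals. Of these, 14996 carry the symbol of exactly 1 gene, 1019 carry several and 7317 have no gene in the annotation used here; only the first kind is named below. At 0 h, the 7 measured macrophage markers, among them Cd68, Csf1r and Adgre1 (F4/80), had a median at percentile 98.6 of the levels of all genes with exactly 1 symbol, against 17.6 to 35.5 for the markers of 8 other blood and stromal cell types. Single markers overlapped, with Mertk of macrophages at 52.9 and Cd28 of T cells at 88.0, and levels of different transcripts depend on their probes as well. Each time was compared with 0 h with limma, in a fit of all 12 arrays, and a transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Errors of log2 changes are standard errors (SE) from this fit, and all adjusted p-values below are from limma unless another test is named. The 43 gene lists used below were fixed before the data were examined. Some of them hold genes that the paper named from these same arrays, so for those genes a count or test of a list is not independent evidence. Arrays are named by the number in their label, 2 and 4 at 0 h, 5 and 8 at 1 h, 10 and 12 at 2 h, 15 and 16 at 4 h, 18 and 23 at 8 h, and 17 and 22 at 24 h. The number of arrays limits the precision. Of 50 transcripts raised or lowered by 1 on the log2 scale in simulated arrays of this design, 46% were called, so a transcript that was not called may still have changed. The simulation changed far fewer transcripts than were called at 4 h, so this rate need not hold for the data.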

Figure 5 and additional file 6 demonstrate the use of the "import class-set" function to highlight pathway components regulated in response to a timecourse of Ifn-β treatment of mouse bone marrow derived macrophages (GEO accession GSE20403). Lists of co-ordinately expressed transcripts from the mouse expression analysis were saved as a class-set file and imported onto the 'human' macrophage pathway diagram using the tool. This approach allows the rapid visualization and identification of those pathway components that are regulated by Ifn-β. 

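Some of the genes that detect viral nucleic acid, load peptides for antigen presentation and recruit other cells were called up in the treated macrophages. Among 10 measured cytosolic sensors of nucleic acid, 8 were called up at 4 h (8 when adjusted over the list alone). They included Ifih1 (MDA5), with a log2 change of 3.46 (SE 0.10, adjusted p = 3.64e-07), Ddx58 (RIG-I), with 2.86 (SE 0.11, adjusted p = 1.41e-06), and Zbp1, with 3.54 (SE 0.10, adjusted p = 3.64e-07). Of 22 cytokines and chemokines, 13 were up at 4 h (14 when adjusted over the list alone), among them Ccl12, a chemokine for monocytes, at 4.72 (SE 0.27, adjusted p = 1.73e-05). Cxcl2, a chemokine for neutrophils, was called lower at 2, 4 and 8 h, with -1.77 (SE 0.25, adjusted p = 0.0089) at 2 h. Of 9 genes of MHC class I presentation, 5 were up at 8 h (5 when adjusted over the list alone), among them the peptide-loading genes Tapbpl, at 2.27 (SE 0.14, adjusted p = 5.70e-05), and Tap2, at 1.56 (SE 0.11, adjusted p = 1.18e-04). In the list of NOD-like receptors and the inflammasome, 5 of 9 measured genes were up at 4 h (5 when adjusted over the list alone), with Nod1, a sensor of bacterial cell walls, at 3.03 (SE 0.13, adjusted p = 4.15e-06), and Nlrp3 was lower, at -0.91 (SE 0.18, adjusted p = 0.0157). Of 7 caspases, 5 were up at 4 h (5 when adjusted over the list alone), the inflammatory Casp4 most, at 2.88 (SE 0.10, adjusted p = 9.51e-07). None of 11 genes of MHC class II presentation and none of 10 subunits of the constitutive 20S proteasome was called by limma at any time, and 0 passed at an unadjusted p under 0.05 with the same fold threshold. Over all 19 lists that stand for modules of the diagram, 205 of 244 genes were measured. Of these, 66 were called up, 12 were called down and 127 were called at no time. At 1, 2, 4, 8 and 24 h, 22, 44, 58, 33 and 11 were up, and at 1, 2, 4 and 8 h, 1, 3, 10 and 3 were down. The median change of list members from 0 h, with a test of the list against all other genes with exactly 1 symbol, was 1.35 for the sensors at 4 h (camera, adjusted p = 1.12e-10; adjusted p = 0.22 with an estimated correlation) and 1.36 for the cytokines at 4 h (camera, adjusted p = 1.41e-12; adjusted p = 0.127 with an estimated correlation). It was 0.83 for MHC class I presentation at 8 h (camera, adjusted p = 4.38e-09; adjusted p = 0.184 with an estimated correlation), 0.78 for the NOD-like receptors at 4 h (camera, adjusted p = 0.0014; adjusted p = 0.531 with an estimated correlation) and 1.05 for the caspases at 4 h (camera, adjusted p = 4.84e-06; adjusted p = 0.257 with an estimated correlation). The lists stand for modules of the diagram, so the tally is of list members and not of matched components, and with an array left out in turn the number up was 9 to 22 at 1 h, 29 to 50 at 2 h, 51 to 59 at 4 h, 21 to 36 at 8 h and 4 to 15 at 24 h, and the number down was 2 to 15 at 2 h, 3 to 11 at 4 h and 0 to 5 at 8 h. The call of Cxcl2 at 2 h was lost without array 2 (0 h) (adjusted p up to 0.0741), those at 4 and 8 h were lost without any of the arrays at 0, 1, 4, 8 or 24 h, and that of Nlrp3 was lost without either array at 0 or 4 h (adjusted p up to 0.104).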

95 pathway components matched Ifn-β regulated transcripts, 77 were present in clusters representing up-regulated genes and 18 were present in down-regulated gene clusters. Additional file 6 provides the BioLayout *Express*^3D ^file of the macrophage pathway with the regulated genes enlarged and coloured according to their cluster membership. The pathway was inspected for regions of regulated components and some of the interesting observations are shown in Figure 5.

**Figure 5:**
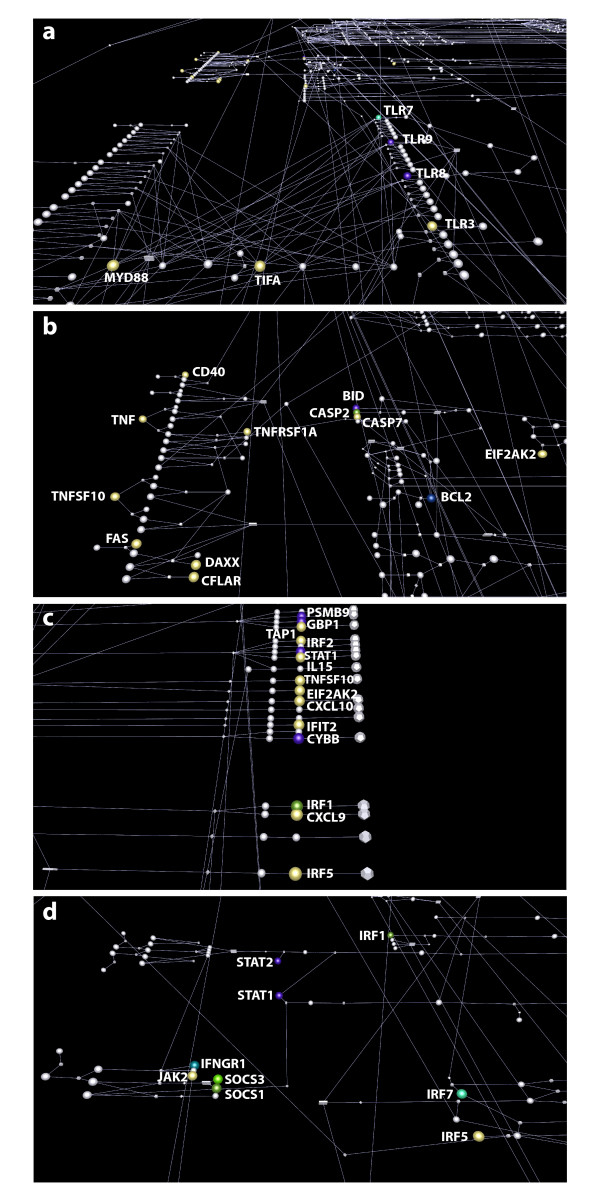
**Overlay of Ifn-β timecourse analysis onto the macrophage pathway using BioLayout *Express***^**3D**^. Views of regions of the macrophage pathway where components were found to be regulated Ifn-β. Components regulated at the level of gene expression are enlarged and coloured according to their cluster membership. All non-regulated components and other nodes are grey. **(a) Regulation of Toll Like Receptor Signalling**. All endosomal TLRs, Myd88 and Tifa genes are induced from 1 h, their expression being maximally up-regulated at 4-8 h post-Ifn-β treatment. **(b) Regulation of death-receptor and apoptosis signalling**. The expression of all regulated components in this module rises from 1 h and reaches a maximum 2-4 h post-treatment. In contrast, the expression of the anti-apoptotic gene *Bcl2 *is suppressed at 4 h. **(c) Regulation of the transcriptional targets of interferon signalling**. 7 genes (shown in yellow) belong to cluster 2 and their expression induced from 1 h, becoming maximal at 4 h. 4 genes (in purple) were in cluster 3, with expression rising from 1 h and remaining maximal throughout 4-8 h post-treatment. *Irf1 *(in green) reaches maximal expression at 2 h. **(d) Regulation of type I and type II interferon signalling**. All receptor components, except *Ifngr1*, belong to clusters of induced genes. *Socs1 *and *Socs3 *are induced and reach maximal expression at early time points (1-2 or 2 h).

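Tlr3, Tlr7, Tlr8 and Tlr9 sense nucleic acids in endosomes, Myd88 is the adaptor through which Toll-like receptors other than Tlr3 signal, and Tifa is an adaptor that binds Traf proteins. All 6 were up-regulated at 4 h, and each had its highest mean level at that time. The levels of Tlr3 and Tlr9 at 2 h were lower than at 4 h (adjusted p = 0.0022 and 0.0113). Those of Tlr7, Tlr8, Myd88 and Tifa did not pass this test (adjusted p = 0.15, 0.0803, 0.0645 and 0.963). Tlr3 (transcript cluster 6982102) went from a log2 level of 7.58 ± 0.12 (SD, n = 2) at 0 h to 10.99 ± 0.03 (SD, n = 2) at 4 h, a change of 3.42 (SE 0.12, adjusted p = 9.15e-07). Tlr9 (transcript cluster 6992159) changed by 1.58 (SE 0.18, adjusted p = 9.97e-04), Tlr8 (7020800) by 1.23 (SE 0.16, adjusted p = 0.0021) and Tlr7 (7020802) by 1.06 (SE 0.14, adjusted p = 0.0026). Myd88 (6999416) changed by 1.41 (SE 0.12, adjusted p = 1.69e-04) and Tifa (6901196) by 1.16 (SE 0.12, adjusted p = 7.41e-04). The mean of every gene was above that at 0 h at each time, but at 1 h only Tlr3 was called, with 1.01 (SE 0.12, adjusted p = 0.0065). At 1 h the changes of Tlr7, Tlr8 and Tlr9 were 0.30, 0.25 and 0.03 (adjusted p = 0.831, 0.974 and 0.998), and these genes were first called at 4 h. Myd88 and Tifa, at 0.53 and 0.57 (adjusted p = 0.16 and 0.147) at 1 h, were first called at 2 h. From 4 to 8 h, Tlr3 fell by 1.08 on the log2 scale (adjusted p = 0.0025), Myd88 by 0.85 (adjusted p = 0.0059) and Tifa by 1.06 (adjusted p = 0.0031). The differences of Tlr7, Tlr8 and Tlr9 between 8 h and 4 h were -0.10, -0.32 and -0.47 (adjusted p = 0.871, 0.401 and 0.237) and did not pass the test. At 24 h Tlr3 and Tlr7 were still called, at 0.62 and 0.84 (adjusted p = 0.0443 and 0.0295). In the list of 6 endosomal receptors and partners, 4 were up at 4 h (4 when adjusted over the list alone; camera, adjusted p = 4.76e-06; adjusted p = 0.186 with an estimated correlation), and Tlr13 and the chaperone Unc93b1 were called at no time. The 4 are Tlr3, Tlr7, Tlr8 and Tlr9, which the study named from these arrays, so this count and test are not independent evidence. The call of Tlr3 at 1 h was lost without either array at 1 h or array 4 (0 h) (adjusted p up to 0.0787) and that of Myd88 at 2 h without array 4 (0 h) (adjusted p up to 0.0514), while those of Tlr3 and Tlr7 at 24 h were lost without any of the arrays at 0, 1, 4, 8 or 24 h (adjusted p up to 0.264 and 0.196). Without array 18 (8 h) the mean of Tlr7 was highest at 8 h, and without array 12 (2 h) or array 16 (4 h) that of Tifa was highest at 2 h.

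**Figure D1:**
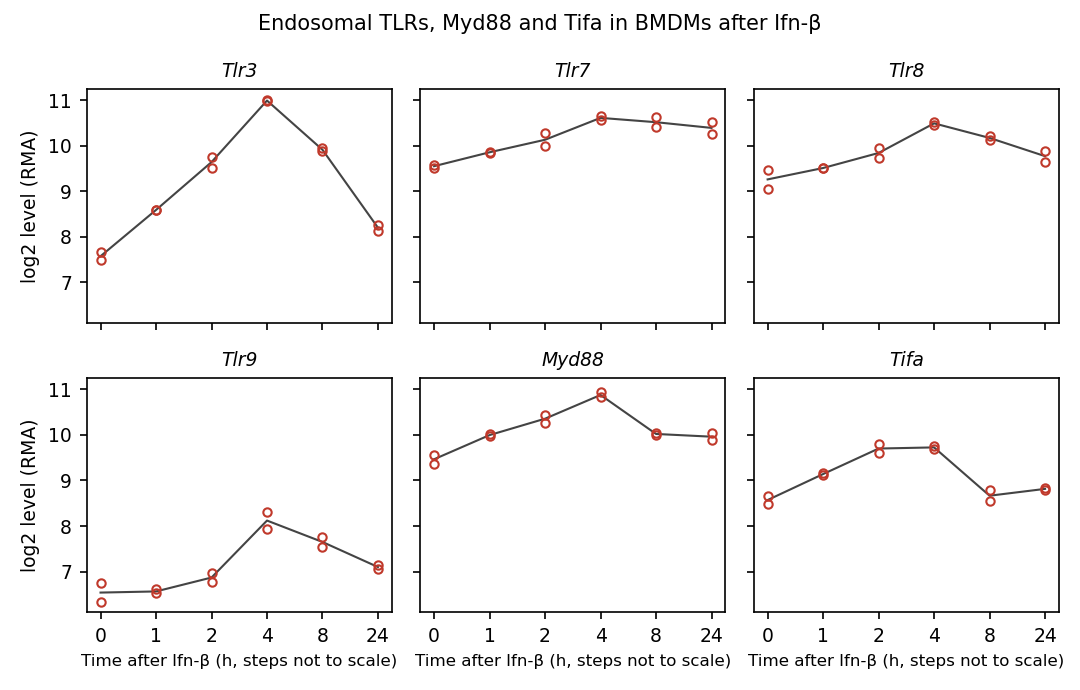
Log2 RMA levels of Tlr3, Tlr7, Tlr8, Tlr9, Myd88 and Tifa before and 1, 2, 4, 8 and 24 h after Ifn-β. Points are single arrays, 2 at each time, and lines join their means; the level of Tlr3 goes from 7.58 at 0 h to 10.99 at 4 h.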

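The death-receptor ligand Tnfsf10 (Trail) was the most strongly induced gene of this module. Its log2 level was 5.04 ± 0.42 (SD, n = 2) at 0 h and 10.93 ± 0.02 (SD, n = 2) at 4 h (transcript cluster 6896353), a change of 5.88 (SE 0.21, adjusted p = 1.07e-06). Daxx, a partner of Fas, changed by 3.19 (SE 0.10, adjusted p = 7.50e-07) and the co-stimulatory receptor Cd40 by 3.18 (SE 0.14, adjusted p = 4.65e-06) at 4 h. Smaller changes at 4 h were those of Fas, at 1.26 (SE 0.18, adjusted p = 0.0036), of Cflar, an inhibitor of caspase 8, at 1.20 (SE 0.14, adjusted p = 0.0014), of Tnfrsf1a, at 0.87 (SE 0.11, adjusted p = 0.0021), of Tnf, at 0.84 (SE 0.14, adjusted p = 0.0071), and of the pro-apoptotic Bid, at 0.77 (SE 0.10, adjusted p = 0.0027). Casp2 had its highest mean at 2 h, with 1.21 (SE 0.10, adjusted p = 4.07e-04), and 1.02 at 4 h (adjusted p = 5.43e-04). Of the genes labelled in Fig. 5b, 10 were measured here. At 1, 2, 4, 8 and 24 h, 4, 6, 9, 3 and 0 of the 10 were called up by limma, and at 24 h 1 passed at an unadjusted p under 0.05 with the same fold threshold. Casp2, Cd40, Daxx and Tnfsf10 were called from 1 h, with 0.71, 0.97, 1.54 and 2.44 (adjusted p = 0.0227, 0.0272, 2.67e-04 and 0.0011). Cflar and Fas were called from 2 h, and Bid, Tnf and Tnfrsf1a at 4 h alone. With no fold threshold, Tnfrsf1a was also called at 2 h and Bid at 8 h. The call of Tnfrsf1a at 2 h was also made with quantile normalization applied again and with each array centred on its median. At 1 h the level of Tnf was below that at 0 h, at -0.62 (adjusted p = 0.168), and Bid, Cflar, Fas and Tnfrsf1a were at 0.18, 0.33, 0.07 and 0.17. The mean was highest at 4 h for 8 of the 9 induced genes, and at 8 h it was lower than at 4 h for all 8 except Bid and Cflar (adjusted p = 0.37 and 0.0954). The levels of Cd40, Tnf and Tnfsf10 at 2 h were lower than at 4 h (adjusted p = 0.0143, 0.0166 and 0.0084). Those of Fas, Daxx, Cflar, Tnfrsf1a and Bid did not pass this test (adjusted p = 0.518, 0.117, 0.269, 0.27 and 0.249). Casp2 also did not differ between 2 and 4 h by this test (adjusted p = 0.478). In the list of 16 measured death receptors and ligands, 7 were up at 4 h (8 when adjusted over the list alone), and the median change was 0.53 (camera, adjusted p = 5.44e-06; adjusted p = 0.363 with an estimated correlation). This list overlaps the genes that the study named from these arrays, so its result is not independent evidence. The calls of Casp2 and Cd40 at 1 h, and that of Fas at 2 h, were lost without any of the arrays at 0, 1, 4, 8 or 24 h (adjusted p up to 0.203, 0.187 and 0.167). That of Cflar at 2 h was lost without either array at 0 or 8 h (adjusted p up to 0.139) and that of Tnf at 4 h without array 16 (4 h) (adjusted p up to 0.0595) and at a threshold of 2-fold.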

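Bcl2, which protects cells from mitochondrial apoptosis, had a log2 level of 7.96 ± 0.09 (SD, n = 2) at 0 h and 7.11 ± 0.09 (SD, n = 2) at 4 h (transcript cluster 6761256). This is a change of -0.86 (SE 0.16, adjusted p = 0.0115). At 2 and 8 h its changes were -0.37 and -0.57 (adjusted p = 0.36 and 0.129), and at 24 h -0.23 (adjusted p = 0.581), none of them called. Of 11 measured members of the Bcl2 family, Bcl2 and Bid were the only genes called at 4 h, 1 down and 1 up (1 and 1 when adjusted over the list alone). The anti-apoptotic Mcl1 and Bcl2l1 were at 0.19 and -0.03 (adjusted p = 0.27 and 0.931), and the pro-apoptotic Bcl2l11 (Bim) was at -0.35 (adjusted p = 0.25). The call of Bcl2 at 4 h was lost without either array at 4 h or array 2 (0 h) (adjusted p up to 0.0905) and at a threshold of 2-fold.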

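Of the genes labelled in Fig. 5c, 11 were measured here. Of these 11, 8 had their highest mean at 4 h: the chemokines Cxcl9 and Cxcl10, the cytokines Il15 and Tnfsf10, the antiviral gene Ifit2, the transcription factors Irf2 and Irf5, and the peptide transporter Tap1. The levels of Tnfsf10, Ifit2 and Tap1 at 2 h were lower than at 4 h (adjusted p = 0.0084, 0.0113 and 0.0159). Those of Cxcl9, Cxcl10, Il15, Irf2 and Irf5 did not pass this test (adjusted p = 0.306, 0.436, 0.0798, 0.2365 and 0.335). All 11 were called up at 4 h, against 6 at 1 h, 9 at 2 h, 7 at 8 h and 2 at 24 h. Cxcl10 (transcript cluster 6939990) was the most strongly induced gene here, with a log2 level of 7.17 ± 0.42 (SD, n = 2) at 0 h and 13.12 ± 0.01 (SD, n = 2) at 4 h. Its change was 5.95 (SE 0.18, adjusted p = 5.84e-07), and that at 1 h was already 4.31 (SE 0.18, adjusted p = 2.36e-05). Ifit2 changed by 4.38 (SE 0.12, adjusted p = 3.64e-07) and Il15, a growth factor of natural killer cells, by 2.53 (SE 0.13, adjusted p = 9.65e-06). Cxcl9 changed by 1.61 (SE 0.30, adjusted p = 0.0136), Irf2 by 1.02 (SE 0.13, adjusted p = 0.002) and Irf5 by 0.99 (SE 0.11, adjusted p = 0.001). Cxcl10, Ifit2, Il15 and Tnfsf10 were called from 1 h, Irf2 and Irf5 from 2 h, and Cxcl9 at 4 h alone. At 1 h, Irf2, Irf5 and Cxcl9 were at 0.19, 0.22 and 0.20 (adjusted p = 0.984, 0.88 and 0.998). By 8 h, Cxcl10 had fallen by 4.25 from its level at 4 h (adjusted p = 5.59e-05) and Il15 by 2.12 (adjusted p = 3.08e-04). The call of Cxcl9 was lost without either array at 0 or 4 h (adjusted p up to 0.0962) and that of Irf5 at 2 h without either array at 0 h (adjusted p up to 0.0972). Those of Il15 at 1 h and Irf2 at 2 h were lost without any of the arrays at 0, 1, 4, 8 or 24 h (adjusted p up to 0.242 and 0.198), and the latter also without array 10 (2 h).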

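Psmb9, Tap1 and Cybb, which were read by eye as drawn in purple in Fig. 5c, take part in antigen processing (Psmb9, an immunoproteasome subunit, and Tap1) and the oxidative burst (Cybb, a subunit of the NADPH oxidase). Psmb9 (transcript cluster 6855013) changed by 1.23 (SE 0.09, adjusted p = 1.06e-04) at 4 h and by 1.42 (SE 0.09, adjusted p = 9.53e-05) at 8 h, and these levels did not pass the test for a difference (adjusted p = 0.426). It was first called at 2 h and was at 0.41 at 1 h (adjusted p = 0.182). Cybb, already at a log2 level of 12.05 ± 0.15 (SD, n = 2) at 0 h (transcript cluster 7015521), changed by 0.59 (SE 0.11, adjusted p = 0.0132) at 4 h and 0.67 (SE 0.11, adjusted p = 0.0197) at 8 h. Its mean was highest at 8 h (at 4 h without array 16 at 4 h), where the difference from 4 h did not pass the test (adjusted p = 0.87), and at 1 h it was at 0.20 (adjusted p = 0.918). Tap1 (transcript cluster 6850019) was called at all 5 times, with 0.86 (SE 0.11, adjusted p = 0.012) at 1 h and 2.43 (SE 0.11, adjusted p = 4.33e-06) at 4 h. It fell by 0.91 on the log2 scale from 4 to 8 h (adjusted p = 0.0037). The calls of Cybb were lost when quantile normalization was applied again, and that at 4 h without array 4 (0 h) or array 15 (4 h) (adjusted p up to 0.111) and that at 8 h without either array at 8 h or array 4 (0 h) (adjusted p up to 0.155). The call of Tap1 at 1 h was lost without either array at 1 h or array 4 (0 h) (adjusted p up to 0.119), and that at 24 h without any of the arrays at 0, 1, 4, 8 or 24 h (adjusted p up to 0.181).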

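Irf1, a transcription factor of interferon responses (transcript cluster 6780996), was already up-regulated at 1 h. Its log2 level was 7.86 ± 0.06 (SD, n = 2) at 0 h, 11.15 ± 0.07 (SD, n = 2) at 1 h and 11.64 ± 0.07 (SD, n = 2) at 2 h, where it was highest. The change was 3.29 (SE 0.12, adjusted p = 1.19e-05) at 1 h and 3.79 (SE 0.12, adjusted p = 1.45e-06) at 2 h. The levels at 1 and 2 h did not pass the test for a difference (adjusted p = 0.198). From 2 to 4 h it fell by 1.09 on the log2 scale (adjusted p = 0.0046), and at 24 h it was at 0.41 and not called (adjusted p = 0.154).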

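Among the genes labelled in Fig. 5d, 8 were measured here. Of the 8, 7 were called up at some time, and Ifngr1, the ligand-binding chain of the receptor for interferon-gamma, was the only gene called down. Ifngr1 (transcript cluster 6766350) had a log2 level of 9.26 ± 0.07 (SD, n = 2) at 0 h and 8.12 ± 0.22 (SD, n = 2) at 4 h, a change of -1.15 (SE 0.21, adjusted p = 0.0132). At 8 h it was at -0.12 (adjusted p = 0.868). Jak2, a kinase that binds the same receptor, was called up at 4 h alone, at 2.04 (SE 0.17, adjusted p = 1.59e-04). Stat2, a transcription factor of the type I response, was called at all 5 times, with 0.80 (SE 0.10, adjusted p = 0.0136) at 1 h and 2.46 (SE 0.10, adjusted p = 3.45e-06) at 4 h. The other receptor chains and kinases were called at no time: at 4 h Ifnar1 was at -0.48 (adjusted p = 0.0691), Ifnar2 at -0.27 (adjusted p = 0.137), Jak1 at -0.06 (adjusted p = 0.822) and Tyk2 at 0.28 (adjusted p = 0.315). Ifngr2 was at -0.49 (adjusted p = 0.0482), under the fold threshold. In the list of 10 measured interferon receptors and JAK-STAT genes, 3 were up and 1 was down at 4 h (3 and 1 when adjusted over the list alone). The call of Ifngr1 was lost without either array at 0 h or array 16 (4 h) (adjusted p up to 0.0977). That of Stat2 at 1 h was lost without either array at 1 h or array 4 (0 h) (adjusted p up to 0.119) and that at 24 h without array 17 (24 h) (adjusted p up to 0.0523).

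**Figure D2:**
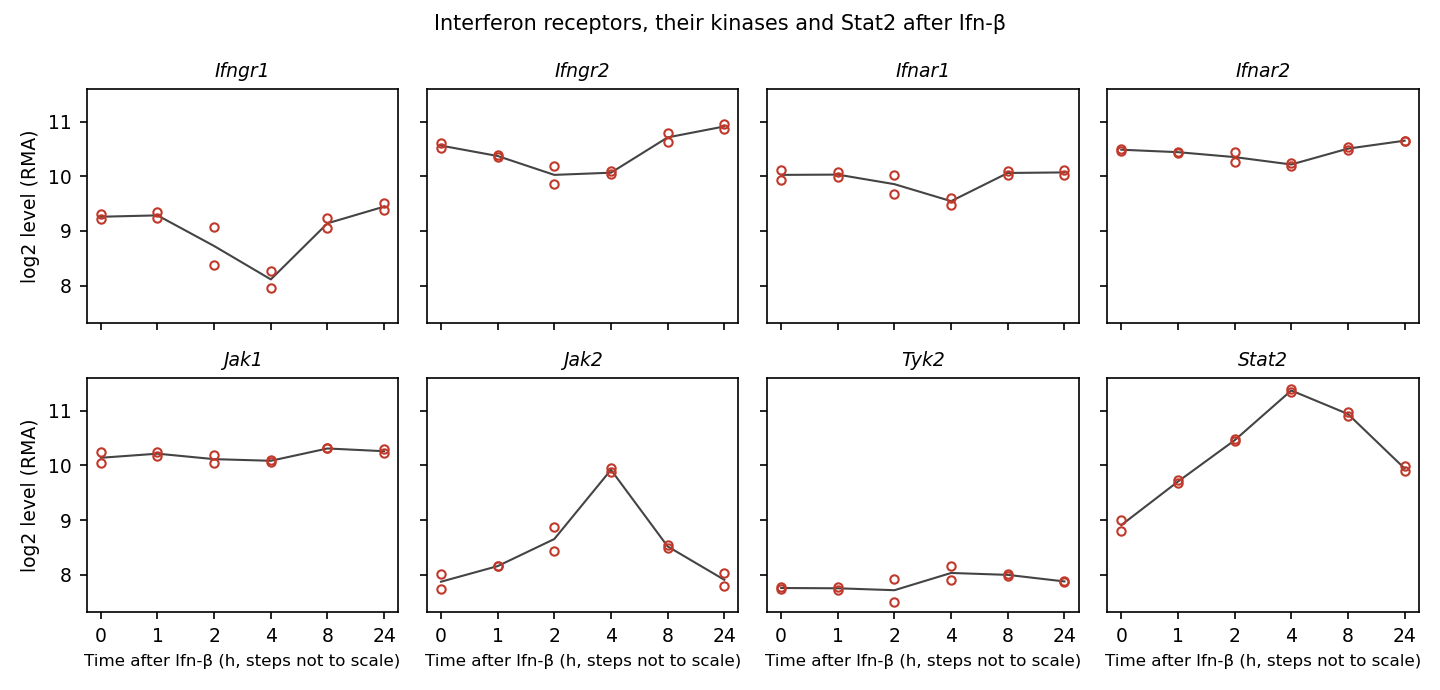
Log2 RMA levels of chains and kinases of the receptors for type I and type II interferon, and of the transcription factor Stat2, before and 1, 2, 4, 8 and 24 h after Ifn-β. Points are single arrays, 2 at each time, and lines join their means; at 4 h Jak2 is higher than at 0 h by 2.04 and the change of Ifngr1 is -1.15.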

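Socs1 and Socs3 encode inhibitors of the kinases of cytokine receptors. Socs1 (transcript cluster 6843913) had a log2 level of 7.83 ± 0.04 (SD, n = 2) at 0 h and 10.36 ± 0.11 (SD, n = 2) at 2 h, where it was highest. Its change was 1.74 (SE 0.11, adjusted p = 1.35e-04) at 1 h, 2.52 (SE 0.11, adjusted p = 6.20e-06) at 2 h and 1.01 (SE 0.11, adjusted p = 7.34e-04) at 4 h, and the level at 1 h was below that at 2 h (adjusted p = 0.0206). Socs3 (transcript cluster 6792614), at 6.42 ± 0.33 (SD, n = 2) at 0 h, was highest at 1 h, with a change of 1.81 (SE 0.16, adjusted p = 0.0012), and was at 1.40 (SE 0.16, adjusted p = 0.0023) at 2 h. Its levels at 1 and 2 h did not pass the test for a difference (adjusted p = 0.467), and at 4 h it was at 0.27 and not called (adjusted p = 0.361). At 8 h Socs1 was at 0.09 (adjusted p = 0.804).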

In the ways described above, the diagram presented here represents a detailed consensus view of a range of pathway systems that are of interest to and the subject of ongoing research into macrophage biology. It has been designed to be easily accessible, distributable and can be modified by end users to suit their interests or knowledge-base. Finally, we continue to develop software to facilitate the use of such resources for pathway modelling and interpretation of genomics data.

## Discussion

Interest in 'pathway biology' has never been greater as we struggle to comprehend cellular systems from a combination of targeted studies and the deluge of data flowing from 'omics platforms. This is reflected by the escalating efforts to assemble pathway diagrams [30,32,33,79,80], develop standards for depicting pathways [26-28,81], software to support their construction [82-84] and exchange [85-87], and the development of approaches to model and predict pathway behaviour [13,88,89]. Whilst arguably there is no such thing as a pathway only one big integrated network of molecular interactions, it is still useful to think in terms of pathways as being connected modules of this network. As such a pathway may be considered to consist of a specific biological input or event that initiates a series of directional interactions between the components of a system leading to an appropriate shift in cellular activity. As we begin to appreciate the potential complexity of these molecular networks, there is increasing interest in modelling pathways in order to expand our understanding of biology from the traditional gene-centric view of life, to a systems level appreciation of biological function.

The pathways described here are of central importance to understanding macrophage biology and therefore innate immunity, and the diagram provides a consensus view of these systems. This is not to say that the model is either viewed as complete or necessarily even correct, but only as a working model. As such it has been designed with the idea that it will need to be modified and expanded based on new publications, experimental observations or deeper insight into specific systems. All of the pathways depicted are reasonably well characterized and as such there is a relative abundance of information on them from a wide variety of sources. What we lacked prior to this work was a way of collating our understanding of these pathways and integrating this view with the abundance of data generated on these cells by ourselves and others. Our aim has therefore been the creation of a pathway diagram that graphically reflects the current view of a pathway system in a visibly intuitive manner. In so doing we wished to create a resource for data integration, pathway modelling and hypothesis generation. In order to achieve these objectives we found it necessary to modify both the PDN [26] and EPN schemes [28] for pathway depiction. Our original diagram [30] acted as our framework for the current effort helping to highlight the many gaps in our understanding and together with developing interests in macrophage biology, helped to prioritize areas for future modelling. Modelling of the pathways continued to be based on labour-intensive curation of the literature. Post-graduate students were given an area of biology to examine, and all the resources for researching the literature and depicting their chosen pathway module. Regular debates on the progress of the pathway models were held, and through this process deficiencies were plugged in the graphical depiction of events, pathway content, notation, component labelling and the recording of the supporting information; a process which in itself was highly informative. An important point is that the diagrams can be shared and understood by all those familiar with notation, and as a result all the work presented here has been subjected to form of internal critiquing. However, each new area of biology included in the current diagram has presented its own problems in layout and concept representation. As a result there has been subtle but almost constant re-evaluation of various aspects of the notation scheme and as we have dealt with new issues in the depiction of different systems. We are now satisfied that mEPN scheme has matured to the point where we foresee little need to change the majority of the notation scheme presented here (see Freeman *et al.*, 2010 [31] and http://www.mepn-pathway.org), although clearly the modelling of other systems and ideas from others may present a case for further modifications.

Pathway diagrams are a well established tool in our effort to interpret and explain results from functional genomics investigations. Overlay of results, usually from studies of the difference between one biological state and another, on top of pathway diagrams allows the investigator to visualize and link observations to defined pathways. BioLayout *Express*^3D^, a network analysis tool developed by us, provides a powerful approach to visualize and analyze 'omics data from a variety of sources [77]. We have recently implemented the import of .graphml files into BioLayout *Express*^3D ^and the tool now supports the visualization of pathway diagrams as 3D or 2D networks [76]. A parser automatically converts the mEPN notation into the equivalent 3D notation scheme and can use the diagrams original node co-ordinates to layout the pathway. We have now also implemented the ability to export analyses from one dataset e.g. clustering of microarray gene expression data and import and overlay these analyses on to another network. As we have used standard gene nomenclature in the assembly of this pathway it is possible to map directly between gene identifiers from data to genes/proteins in the pathway. Analysis of the transcriptional response of mouse bone marrow derived macrophages (BMDM) to Ifn-β stimulation has been used here as an example (Figure 5 and additional file 5). In practice any number of lists with annotations can be imported as class-sets onto the pathway and one can envisage how this would facilitate the comparison of numerous data sets in the context of the macrophage pathway. Although the concept of data mapping onto pathways is not new and is supported by other pathway resources [6,19,90] these pathways suffer from a number of issues pertaining to the lack standard graphical notation used to depict them. Furthermore the nature of the pathway presented here (in terms of scale, detail, formalised notation, range of pathways covered and integrated nature of their presentation) presents a valuable additional resource for those interested in macrophage biology or any of the pathways covered. Clearly the better and more extensive the pathway diagrams are the easier it will be to provide a working hypothesis on the interpretation of data. Increasingly, it is now experimental data that is helping to refine existing pathway models and observations that we do not understand that are driving our current modelling efforts.

As a note of interest on pathway topology, it has been suggested that many metabolic and signalling pathways, such as the TLR system, possess a 'bow-tie' or 'hourglass' structure [31,80,91-93]. This is to say that the results from these modelling efforts where pathways are depicted using other notation systems or depicted based only on protein-protein interactions [94], suggest that many signalling pathways possess structures where numerous inputs (ligand/receptor interactions) feed through a small number of 'hub' adaptor molecules to give rise to large and overlapping responses. In this view of signalling pathways proteins common to numerous different signalling systems e.g. MYD88 in the TLR system, are generally viewed as more important than other components in ensuring a network's robustness to perturbation due to their high degree of connectivity. Our model of the TLR system would also support the idea that many of the TLR's all signal through use of a limited number of proteins e.g. MYD88, IRAK4, TIFA, TRAF6, TOLLIP. In each case these proteins act as members of receptor-adaptor complexes propagating the signal induced by ligand binding. In the case of each TLR, the model suggests that further progression of the signal is dependent on a number of MAP3K7 complexes which subsequently go on to activate IKK complex and ultimately NF-κB transcription factors. However, there is also clear evidence linking TLR signalling to the activation of MAPK14 (p38) and MAPK1/3 (ERK) cascades [95,96]. The literature would also suggest that engagement of endosomal TLRs and the MYD88-dependent TLR4 pathway leads to an activation of *IFNB *expression via IRF3 [97,98]. Hence the TLR system acts through numerous signalling networks to bring about the extensive transcriptional changes that are associated with immune activation by LPS or other TLR ligands. The signalling systems used by TLRs are also used by other receptors. For example, the activation of *IFNB *expression via IRF3 is also utilized by ZBP1, DDX58 (RIG-I) and IFIH1 (MDA5) cytosolic DNA/RNA receptors [52,99-101]. Activation of *IFNB *undoubtedly contributes to the transcriptional signature observed when these systems are activated. Further complexity still is evident if we consider that these or indeed other immune responses are all clearly modulated by feedback control [102]. Indeed, a number of negative regulators are observed to be some of the earliest up-regulated genes in the type 1 interferon response measured here e.g. *Socs1/3*, *Prdm1*, *Nfkbiz*. 

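Socs1, Socs3, Prdm1 (the transcriptional repressor Blimp-1) and Nfkbiz (IκBζ, a nuclear partner of Nf-κB) were all called up at the first time measured. At 1 h Nfkbiz (transcript cluster 6846375) had changed by 1.25 (SE 0.12, adjusted p = 0.002) and Prdm1 (transcript cluster 6773655) by 1.16 (SE 0.17, adjusted p = 0.0227). At 2 h they were at 0.76 (SE 0.12, adjusted p = 0.0147) and 1.03 (SE 0.17, adjusted p = 0.0161), and at 4 h at 0.13 and -0.18 (adjusted p = 0.584 and 0.588). Ordered by the size of their rise at 1 h among the 109 transcripts called up, Socs3, Socs1, Nfkbiz and Prdm1 came at ranks 36, 39, 58 and 63. Of 16 measured negative regulators of cytokine signalling, 4 were up at 1 h, 5 at 2 h and 4 at 4 h (4, 5 and 4 when adjusted over the list alone). The 4 at 1 h are those just named, which the study picked from these arrays, so their part of the count is not independent evidence. Cish joined them at 2 h, at 0.70 (SE 0.13, adjusted p = 0.0271), and at 4 h Socs1 was up with Zfp36 (tristetraprolin, which destabilises cytokine mRNA), Ptpn2 and Atf3, at 0.94, 0.75 and 0.70 (adjusted p = 0.0084, 0.0481 and 0.0022). Irak3, an inhibitor of Toll-like receptor signalling, was lower at 4 h, at -1.06 (SE 0.13, adjusted p = 0.0018). No member was called up by limma at 8 or 24 h, and 0 passed at an unadjusted p under 0.05 with the same fold threshold. At 1 h the list was higher than all other genes (camera, adjusted p = 2.89e-06; adjusted p = 0.393 with an estimated correlation), a result that rests on the same picked genes and is not independent evidence either. The call of Prdm1 at 1 h was lost without any of the arrays at 0, 1 or 8 h (adjusted p up to 0.181), the calls of Nfkbiz and Prdm1 at 2 h were lost without either array at 0 h (adjusted p up to 0.0955 and 0.116), and that of Zfp36 without either array at 4 h or array 2 (0 h) (adjusted p up to 0.0705). Those of Cish at 2 h and Ptpn2 at 4 h were lost without any of the arrays at 1, 4, 8 or 24 h or without array 4 (0 h), and with an array left out the number of members up was 2 to 5 at 2 h and 2 to 4 at 4 h.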

At the same time many feed-forward loops are being established by the up-regulation of transcriptional regulators which go on to activate genes associated with effector systems/pathway modules. 

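Some of the transcription factors of the interferon response were called up at 1 and 2 h. Of 8 measured interferon regulatory factors, 2 were called up at 1 h, 6 at 2 h, 4 at 4 h, 3 at 8 h and 1 at 24 h (2, 6, 4, 3 and 2 when adjusted over the list alone). At 2 h the list was higher than all other genes (camera, adjusted p = 7.37e-09; adjusted p = 0.209 with an estimated correlation). Irf1, Irf2, Irf5 and Irf7 of this list were named by the study from these arrays, so the result is not fully independent evidence. Irf1 and Irf7 were called from 1 h. Irf7, which drives the expression of type I interferons, was highest at 8 h, at 2.83 (SE 0.13, adjusted p = 1.03e-05), and at 24 h was still at 2.57 (SE 0.13, adjusted p = 1.46e-04). Its level at 8 h did not pass the test for a difference from 4 h or 24 h (adjusted p = 0.314 and 0.535). Irf8 and Irf9 joined at 2 h, at 0.91 (SE 0.13, adjusted p = 0.0078) and 0.77 (SE 0.12, adjusted p = 0.0132), and Irf3 and Irf4 were called at no time. Of 18 measured antiviral genes from a list of interferon-stimulated genes, 10, 16, 17, 18 and 15 were up at 1, 2, 4, 8 and 24 h (11, 16, 17, 18 and 15 when adjusted over the list alone). Their median change was 1.19, 2.38, 2.68, 1.76 and 1.04 at 1, 2, 4, 8 and 24 h. Mx1, a gene of a GTPase, was among the most strongly induced, with 5.20 (SE 0.13, adjusted p = 2.30e-07) at 4 h, and Rsad2 (viperin) changed by 4.75 (SE 0.18, adjusted p = 1.77e-06). All 6 measured interferon-inducible GTPases, which act on vacuoles that hold pathogens, were up at each of 1, 2, 4 and 8 h, and 4 were up at 24 h (6 at each of the first 4 times and 4 at 24 h when adjusted over the list alone), with Gbp5 at 5.97 (SE 0.10, adjusted p = 5.89e-08) at 4 h. Of the 4 measured genes of the immunoproteasome, 2 were up at 2 h, 3 at 4 h and 4 at 8 h (2, 3 and 4 when adjusted over the list alone), with Psmb10 at 1.85 (SE 0.12, adjusted p = 8.57e-05) and Psmb8 at 1.19 (SE 0.15, adjusted p = 0.004) at 8 h. Against all other genes, the antiviral genes were higher at 4 h (camera, adjusted p = 2.68e-39; adjusted p = 0.0203 with an estimated correlation), as were the GTPases (camera, adjusted p = 2.38e-19; adjusted p = 0.0293 with an estimated correlation), and the immunoproteasome was higher at 8 h (camera, adjusted p = 1.23e-09; adjusted p = 0.128 with an estimated correlation). Of the 215 tests of lists over the 5 times, the antiviral genes at all times and the GTPases at 1, 2, 4 and 8 h, 9 tests, passed with an estimated correlation, against 89 with the preset one. Both lists were made of genes known to be induced by interferon, so their rise was built into them and is not independent evidence. The call of Irf7 at 1 h was lost without any of the arrays at 0, 1, 4, 8 or 24 h (adjusted p up to 0.182), those of Irf8 and Irf9 at 2 h were lost without array 4 (0 h), and that of Irf8 also without array 2 (0 h). With an array left out, the number of regulatory factors up was 2 to 6 at 2 h, and at 24 h that of antiviral genes was 6 to 15 and that of GTPases 2 to 4.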

Our integrated model of macrophage signalling pathways would therefore suggest extensive cross-talk between pathway modules and transcriptional networks with a high degree of feedback and feed-forward control taking place. It would also predict that many proteins/genes contribute to the networks functional activity and robustness. This is born out by the fact that pathogens are known target many different molecules in their effort to evade or subvert the immune response [103,104], and polymorphisms in numerous proteins has also been shown to be implicated in susceptibility to infectious and inflammatory disease [105-108]. Furthermore, experimental modulation of these systems suggests that their activity is directly regulated by numerous factors acting at different levels [109]. Therefore how real or useful the concept of a bow-tie structure is for such pathways especially with respect understanding their robustness is highly questionable. Indeed the network of molecular interactions that make up the immune system is clearly highly susceptible to perturbation by numerous factors acting at different levels within the network architecture. It has evolved through constant challenges by a diverse range of pathogens. Its robustness relies on the fact that on a population scale its response in different individuals is varied such that what in one may kill, in another may be tolerated.

The task of assembling this diagram has been time consuming and laborious involving 1,000's of hours of work. On the other hand, it summarizes the results of investigations that have taken many times that amount of time to perform and it is difficult to envisage how one could précis this body of work in any other meaningful way. To gain a systems level view of these pathways is to gain an insight into the molecular networks that regulate normal immune function and whose malfunction or manipulation underpins inflammatory and infectious disease. Greater understanding of the overall architecture of the immune system and its susceptibility to deregulation by pathogens and other disease causing agents, should ultimately lead to new strategies and targets for therapeutic intervention. Apart from summarizing decades of research, pathways depicted with formalized graphical notation schemes should aid the communication and comparison of biological data. During a thorough process of internal critiquing sections of the pathway were presented to others who were familiar with the notation scheme but not involved in constructing the pathway presented to them and asked to interpret the biology shown. This process ensured that the interactions of the pathway were not ambiguous in their depiction. Another major incentive for generating pathways with standard notations is to permit the conversion of graphical models into computationally tractable ones, suitable for analysis and simulation. For this purpose we have been exploring the use of signalling Petri nets (SPN) [89] for modelling "flow" in the integrated pathway diagram. The approach is suited to large scale models and the mEPN scheme used to construct the pathway is easily adaptable into a SPN.

For us the exercise of pathway construction has provided a resource for training, pathway modelling, literature/data interpretation, hypothesis generation and as such is now central to our ongoing investigations of macrophage biology. Importantly however, the pathway model presented here also serves as a worked example of how pathways might be represented in a logical, unambiguous and biologist-friendly fashion, whatever the system of interest. What we would like to see and believe is essential, is the support of the wider community in assembling and editing such diagrams. Such efforts are already underway [22-24] and are already providing a vital forum for debate on the known details of pathways in different cell systems. Ideally these efforts will result in detailed models of biological systems that can be shared and assimilated. However, in order to achieve this end pathway models clearly need to be assembled using standard rules and graphical languages. We therefore hope this work will contribute to the ongoing community effort to develop such standards [29].

## Conclusions

The formalised depiction of biological pathways is increasingly recognised as a crucial requirement for the exchange of pathway data, modelling of their activity and systems level interpretation of biological data. However, there are just a handful of worked examples of large pathway diagrams constructed using a formalised graphical modelling language. The model of macrophage signalling and effector pathways presented here is to our knowledge the most comprehensive pathway of its kind published to date. As such it offers a worked example of how large pathway and has also proved to be a testing ground for the mEPN system [31]. When presented in this manner the network reflects the extensive cross-talk between pathway modules and transcriptional networks and high degree of feedback and feed-forward control taking place. This topology does not support the reported bow-tie structure that has been inferred from other pathway modelling efforts.

Although a time consuming and laborious exercise, the act of converting literature derived knowledge into a formalised computational models is essential if we wish to truly gain a systems level understanding of any cellular system. The macrophage model presented here summarizes the results of years of investigations and has allowed the thorough testing of the notation system used to depict it. The hope is that this work will provide a useful resource for others interested in the macrophage and the pathways depicted, and will help contribute to the development of standard graphical depiction in biology.

## Methods

### Data mining, curation and organization

Ongoing analysis of macrophage-related datasets and an interest in consolidating our knowledge of a number of signalling pathways directed our choice of pathways to be mapped (see Figure 1). Public and propriety databases were initially used as resources for data mining, but ultimately all molecular interaction data was sourced from published literature. Manual curation of the literature was performed to firstly evaluate the quality of the evidence supporting an interaction and secondly, to extract the necessary and additional pieces of information required to 'understand' the pathway and construct an interaction diagram. We have drawn pathways based on our desire to model pathways active in a human macrophage and therefore all components have been depicted using standard human gene nomenclature (HGNC). However, our understanding of the pathway components and the interactions between them, have been drawn largely from a consensus view of literature knowledge. As such the pathways presented here are based on data derived from a range of different cellular systems and mammalian species (human and mouse). The following details were captured in an interaction list spreadsheet: PubMed ID (of the paper citing the interaction); the names and official HUGO and Entrez IDs of the interacting components; the nature of the interaction (additional file 2).

### Pathway construction

Individual pathway diagrams focused on a specific area of biology were constructed by teams of 1 or 2 curators who were given a remit to describe a given pathway system using the mEPN scheme [31], generally over a 3-6 month period. Primary curators were junior biologists (MSc students) who were encouraged to use all information resources available to first build up an overall picture of these pathways prior to more detailed analyses and literature-based verification of interactions. Great emphasis was also placed on group work and the need to discuss and justify the information they were attempting to represent to others. Layout was assessed by several curators, as was pathway content and notation usage. Essentially, we attempted to ensure that the graphical depiction of pathway/interactions was intelligible and unambiguous to another individual familiar with the notation scheme. Teams of curators were therefore encouraged to show and discuss their progress with other members of the group on a regular basis.

All pathways have been constructed as directional networks. Interactions between pathway components are drawn using the principles laid down by the mEPN scheme [31] and diagrams assembled according to the workflow described in Figure 1. The current mEPN scheme and a detailed description of the notation scheme and rules for its use are provided in Freeman *et al*., 2010, [31] and http://www.mepn-pathway.org. Individual pathway maps were drawn using the freely available program yEd graph editor (yFiles software, Tubingen, Germany) and later the pathways were integrated using the same software. In order to make these diagrams an information-rich vehicle for conveying details about pathway components and the reactions between them, PubMed IDs supporting the interactions are stored on appropriate edges or nodes within the .graphml version of the diagram, as are URL-links to Entrez gene for each protein or gene component in the pathway and notes from the curators. Due to the nature of pathway construction edges are often moved, deleted then redrawn to optimise the pathway layout and for this reason annotation may also be linked to an appropriate process and/or edge annotation node.

### Pathway Optimization and Integration

Following an initial development period, the focused diagrams went through extensive editing in attempt to unify their notation usage, stylistic qualities and overall appearance. All aesthetics of the pathways (component colours, text font, text size, edge thickness etc.) were standardized between the diagrams. The original pathway diagram [30] was then used as a framework on to which new pathways were 'bolted'. A central rule of the mEPN is that a particular component in a given state may only be represented once in any sub-cellular compartment [28,30,31] Thus when integrating the diagrams a crucial step was to identify, using the interaction and component lists, overlap between pathway members in the individual diagrams. Connections could then be built between the individual pathways based on shared pathway members and common interactions. For example, a number of the systems of interest feed into the NF-кB system including the TLR and non-TLR pathogen detection receptor signalling, TNF-receptor activation, apoptosis and MAPKinase signalling. If the representation of interactions differed between individual diagrams they were re-examined by going back to the literature. Furthermore, annotations and curators notes were moved and preliminary layouts optimized. Depicting this interconnectivity ultimately leads to numerous challenges in arranging the layout of the diagram. This was particularly acute when laying out the integrated diagram. A significant leap forward was made with the realization that however 'optimized' the layout of the diagram it was too large to be displayed in a readable format on a single page (as had always been the aim when working on a smaller scale when trying to produce a 'publication ready' layout). With this in mind we could be more free with our use of space and in the final layout, pathway 'modules' consisting of numbers of connected nodes involved in a similar system are separated out. This has the effect that more space is available to run tracks of parallel edges between modules and subsequent additions or editing are easier to perform. Following the integration of TLR system with the original diagram, the NF-κB, non-TLR and proteosome maps were added sequentially according to the same principles. The fully integrated map then underwent an extensive series of layout optimizations in order to bring visual clarity to final product.

### Pathway Overlay of the Transcriptional Response Analysis of Mouse Bone Marrow Derived Macrophages to Interferon beta Treatment

Analysis of a timecourse of interferon-beta (Ifn-β) treatment of mouse bone marrow derived macrophages (BMDMs) was used as an example of data integration onto the macrophage signalling pathway using BioLayout *Express*^3D. ^Mouse BMDM preparation, cell culture, and cytokine (Ifn-β) treatment was performed as described in the data sets GEO submission; *accession no GSE20403*. Expression data (available at GEO, accession GSE20403) was normalized using the RMA package within the Affymetrix Expression Console software and annotated. Transcripts which might be considered to be differentially expressed at each time point compared to 0 h were identified using the Empirical Bayes function within the Bioconductor [110] package of the *R *statistical program using a 1.5 fold cut-off and a p-value of 0.05. 

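At 1 h, 128 transcripts were called, of which 109 were higher and 19 lower than at 0 h. Among those with exactly 1 gene symbol, the largest rises at 1 h were those of the chemokine Cxcl10 and of antiviral genes, with Mx2 15.8-fold and Rsad2 13.6-fold higher (adjusted p = 1.19e-05 and 3.39e-05). The largest fall among them was that of Fos, a transcription factor induced by growth factors, with a log2 change of -2.26 (SE 0.13, adjusted p = 1.07e-04). At 2 h, 359 were higher and 145 lower, with Myc at -2.32 (SE 0.21, adjusted p = 5.63e-04) and the phosphatase Dusp6 at -2.13 (SE 0.14, adjusted p = 7.84e-05) among the falls. At 4 h, 837 were higher and 922 lower. Gbp5 was 62.9-fold and Tnfsf10 59.1-fold higher, and the lipid receptor S1pr1 was at -2.31 (SE 0.16, adjusted p = 5.21e-05) and Gadd45a, a gene of the response to DNA damage, at -1.98 (SE 0.18, adjusted p = 3.11e-04). At 8 h, 349 were higher and 127 lower, with Gbp2 20.2-fold higher (adjusted p = 3.86e-07) and the metallothionein Mt2 at -1.59 (SE 0.18, adjusted p = 0.0027). At 24 h, 143 were higher and 195 lower, with the complement gene Cfb 5.3-fold higher (adjusted p = 1.46e-04) and the proliferation marker Mki67 at -1.49 (SE 0.12, adjusted p = 0.0015). Among markers of other cell types, 2 of 7 for T cells, Cd4 and Cd28, were higher at 24 h, at 0.97 and 0.93 (adjusted p = 0.005 and 0.0272), while at 4 h Cd28 was lower, at -0.64, as was Kit of mast cells, at -1.16 (adjusted p = 0.0343 and 0.0012). The call of Cd4 was lost without either array at 24 h and each of those of Cd28 without any of 8 arrays. Over the 5 times, 2128 transcripts were called, 970 of them only up, 1151 only down and 7 in both directions. Of the 977 called up at some time, 109, 257, 532, 47 and 32 were first called up at 1, 2, 4, 8 and 24 h, and of the 1158 called down, 19, 133, 840, 64 and 102 were first called down at these times. At 4 h alone 410 were up and 759 down, while 51 were up at all 5 times. The paper's text gives a p-value of 0.05 and does not say whether it was adjusted; at an unadjusted p with the same fold threshold, 873, 1634, 2774, 1445 and 1564 transcripts passed at 1, 2, 4, 8 and 24 h, and 4823 at any time. With an array left out in turn, 66 to 148, 273 to 1237, 805 to 2123, 233 to 729 and 55 to 593 transcripts were called at these times, and 970 to 3096 at any time. At 4 h, rises outnumbered falls without any array except those at 2 h (645 and 243 without array 2 at 0 h) and at a threshold of 2-fold (469 and 264), with each array centred on its median (917 and 711) and with quantile normalization applied again (984 and 770). Without array 10 (2 h), 345 were higher and 892 lower at 2 h, and without array 2 (0 h), 17 or 22 (24 h), 61, 38 or 42 were higher and 16, 17 or 13 lower at 24 h.

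**Figure D3:**
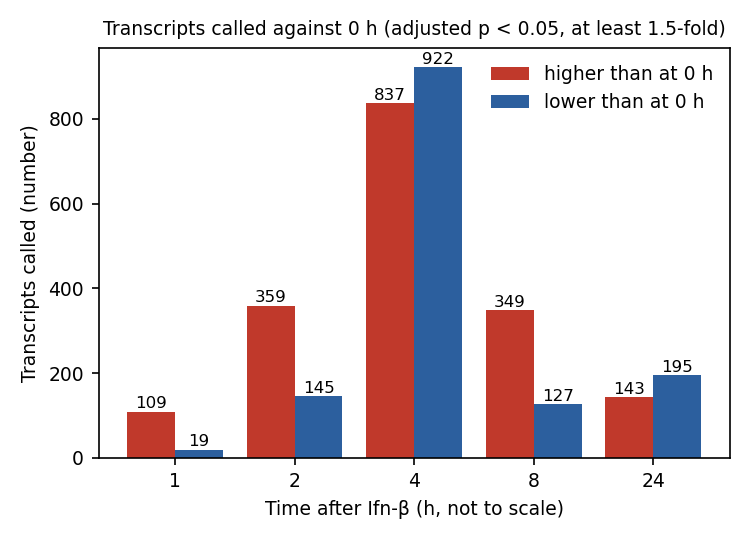
Number of transcripts called higher (red) and lower (blue) than at 0 h at each time after Ifn-β, at an adjusted p under 0.05 and at least 1.5-fold. The bars at 4 h are the longest, at 837 and 922; with each array centred on its median they are 917 and 711.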

According to this analysis 2,300 transcripts were considered to be differentially expressed. Data corresponding to these transcripts was then loaded into the network visualization tool BioLayout *Express*^3D ^[76,77] using a Pearson correlation cut-off of 0.9 to filter edges. 

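Pearson correlations over the 12 arrays were computed between the 2128 called transcripts, and pairs at 0.9 or above were joined. This gave 2001 nodes with at least 1 edge and 104456 edges. Both numbers were far lower when any array at 0 or 4 h was left out. MCL, which groups nodes by simulated flow along the edges, gave 21 clusters of more than 5 nodes at an inflation of 2.2, holding 1811 nodes, 528 of them in the largest. Of these clusters, 13 held transcripts called mainly up (868 nodes) and 8 held transcripts called mainly down (943 nodes). The number of clusters was 24 at an inflation of 1.7 and 29 at 3.0. It was 47 at a correlation of at least 0.95, 45 with transcripts called at an unadjusted p, and 12 to 40 with an array left out in turn. A correlation over arrays of a timecourse joins transcripts that change at the same times or differ alike between the 2 arrays of a time. The 12 arrays are also not independent samples of a single condition.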

The resultant network graph of 2,045 nodes (connected by 92,947 edges) was clustered using the graph-based clustering algorithm MCL [111] set at an inflation value of 2.2 resulting in 33 clusters (with greater than 5 nodes). 

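The called genes that the paper names, 34 in all, lay in 6 clusters, whose means were highest at 1, 2, 4 or 8 h or lowest at 4 h. The mean log2 change of the 417 transcripts with Cd40, Cflar, Cxcl9, Daxx, Fas, Il15, Irf2, Irf5, Jak2, Myd88, Tap1, Tnf, Tnfrsf1a and Tnfsf10 was highest at 4 h, at 1.47, against 0.86 at 2 h and 0.52 at 8 h. A group of 241 transcripts with Bid, Cybb, Ifit2, Psmb9, Stat2, Tlr3, Tlr8 and Tlr9 stood at 1.45 at 4 h and 1.19 at 8 h. Casp2, Cxcl10, Irf1, Socs1 and Tifa lay among 59 transcripts whose mean was highest at 2 h, at 1.58. The means of Cxcl10 and Tifa themselves were highest at 4 h, but the difference from 2 h did not pass the test (adjusted p = 0.436 and 0.963). Irf7 and Tlr7 lay among 42 transcripts whose mean was highest at 8 h, at 1.44, and stood at 1.20 at 24 h. The mean of Tlr7 itself was highest at 4 h, but the difference from 8 h did not pass the test (adjusted p = 0.871). Nfkbiz, Prdm1 and Socs3 were in a cluster of 6 whose mean was highest at 1 h, at 1.28. Bcl2 and Ifngr1 were in the largest cluster, of 528 transcripts whose mean was lowest at 4 h, at -0.89, and stood at -0.19 at 8 h. A cluster of 112 transcripts had its lowest mean at 24 h, at -0.94. These means describe transcripts that were joined by their correlation over the same arrays, so the times are a description and carry no test. In each cluster named here, the 2 arrays of a time lay farthest apart at 2 h. With each transcript scaled to its mean and SD over the arrays, this gap was 1.08 in the cluster of 528. It was 0.90 in the cluster of 112 and 0.51 to 0.62 in the others.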

Manual inspection of the clusters revealed 21 clusters of interest i.e. their expression profile was consistent with the genes being regulated by Ifn-β. Resulting clusters represent patterns of co-expression amongst transcripts in the network graph. The clustered data was then exported as "class-sets" and overlaid onto the macrophage pathway diagram within BioLayout *Express*^3D ^using the "import-class-sets" functionality of the tool. Where genes are present in clusters of co-expressed transcripts and are also present in the pathway they can then be visualized and highlighted on the pathway.

## Authors' contributions

SR was instrumental in the development of the mEPN scheme, oversaw the assembly of TLR signalling and integrated pathway diagrams, contributed to the development of the notation system, performed the Ifn-β timecourse study, oversaw the labelling of the RNA for microarray processing, and was a primary author of the manuscript; NM played a major role in the integration of the final pathway diagram and together with SM, helped redefine the TLR signalling pathway; PAL constructed the initial interferon pathways and oversaw the construction of the non-TLR pathogen detection by GE and MO; KR and SW contributed to development of the pathway notation and standardization of pathway data collection; YC and MC assembled the NF-κB pathway; AT (A Turnbull) assembled the antigen presentation, ubiquitin and proteasome pathways; AT (A Theocharidis) has been developing the program BioLayout *Express*^3D ^to enhance its capabilities to support these pathways for visualization and data integration; PG started manual curation of pathways and the original development of the EPN scheme and supported the current development; finally TCF oversaw and contributed to the pathway construction, orchestrated the development of the mEPN scheme, has directed the development of improved computational resources for these pathways and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Integrated Map of Macrophage Pathways_graphml-Version**. This file can be opened, viewed and edited by users using the freely available graph-editor software yEd (yFiles software, Tubingen, Germany). yEd can be downloaded at http://www.yworks.com/en/downloads.html#yEd where full downloading instructions are described. PubMed IDs supporting the interactions of the pathway are stored on appropriate edges and nodes within this .graphml file. Once an edge is selected the PubMed ID may be viewed within the descriptions tab of the properties box for that edge or node. Individual proteins have a url link to their Entrez gene entry. Furthermore some (complicated) processes also have additional notes to describe the events and can be found under the description tab of properties and when hovering over the node. Click here for file

Additional file 2 **List of Pathway Interactions and Supporting Publications**. Interactions included in the pathway map are listed. Official HGNC (human gene nomenclature committee) gene symbols are used to name the interacting components and Entrez gene IDs are also provided. Interacting components are named as individual genes/proteins and also as they appear on the pathway where they may be interacting as part of a protein complex or with a modification (e.g. Phosphorylation). Interactions are described as they appear on the pathway, sub-cellular location and the NCBI-PubMed ID for supporting literature is provided. There are also columns to incorporate additional information (cell type, analytic method etc) where possible. Click here for file

Additional file 3 **Integrated Map of Macrophage Pathways_pdf-Version**. A high resolution .pdf file for viewing the integrated map of macrophage pathways. Click here for file

Additional file 4 **Integrated Map of Macrophage Pathways_html-Version**. A high resolution flash .html version of the integrated macrophage pathway for viewing in a web browser. Click here for file

Additional file 5 **Integrated Map of Macrophage Pathways in 3D-or-2D View**. The integrated macrophage pathway can be viewed in the network visualisation tool BioLayout *Express*^3D^, in both 2 and 3-dimentions and also using the original graph co-ordinates as the .graphml file. By choosing the appropriate class-type (found within class tab of graph properties box) the nodes can be coloured according to assigned classes. By default nodes are coloured and shaped according to "node-type" (e.g. proteins, genes, complexes, process nodes) using a 3D-notation scheme described at http://www.mepn-pathway.org. Nodes may also be coloured according to sub-cellular location by assigning the "Cellular location" class. It is also possible to import other class-sets of interest; for example information about a components regulation/behaviour in a dataset. Within BioLayout *Express*^3D ^one can easily follow the flow of information through the pathway by selecting parent or children nodes of a component of interest to highlight them. BioLayout *Express*^3D ^software is freely available and can be downloaded at http://www.biolayout.org/ Click here for file

Additional file 6 **Overlay of Ifn-β Regulated Targets onto the Integrated Map of Macrophage Pathways**. Components within clusters of co-ordinately expressed transcripts following Ifn-β stimulation were exported as class sets from a mouse expression graph generated in BioLayout *Express*^3D ^and imported onto the 'human' macrophage pathway diagram (.layout file) within BioLayout *Express*^3D^. Pathway components that are regulated by Ifn-β are enlarged and coloured according to their behaviour within the dataset and all other nodes are coloured grey, in this way allowing the easy identification and visualisation of regulated components. BioLayout *Express*^3D ^software is freely available and can be downloaded at http://www.biolayout.org/ Click here for file

# Supplementary material for: Construction of a large scale integrated map of macrophage pathogen recognition and effector systems
**Source:** BMC Syst Biol. 2010 May 14;4:63. doi: 10.1186/1752-0509-4-63

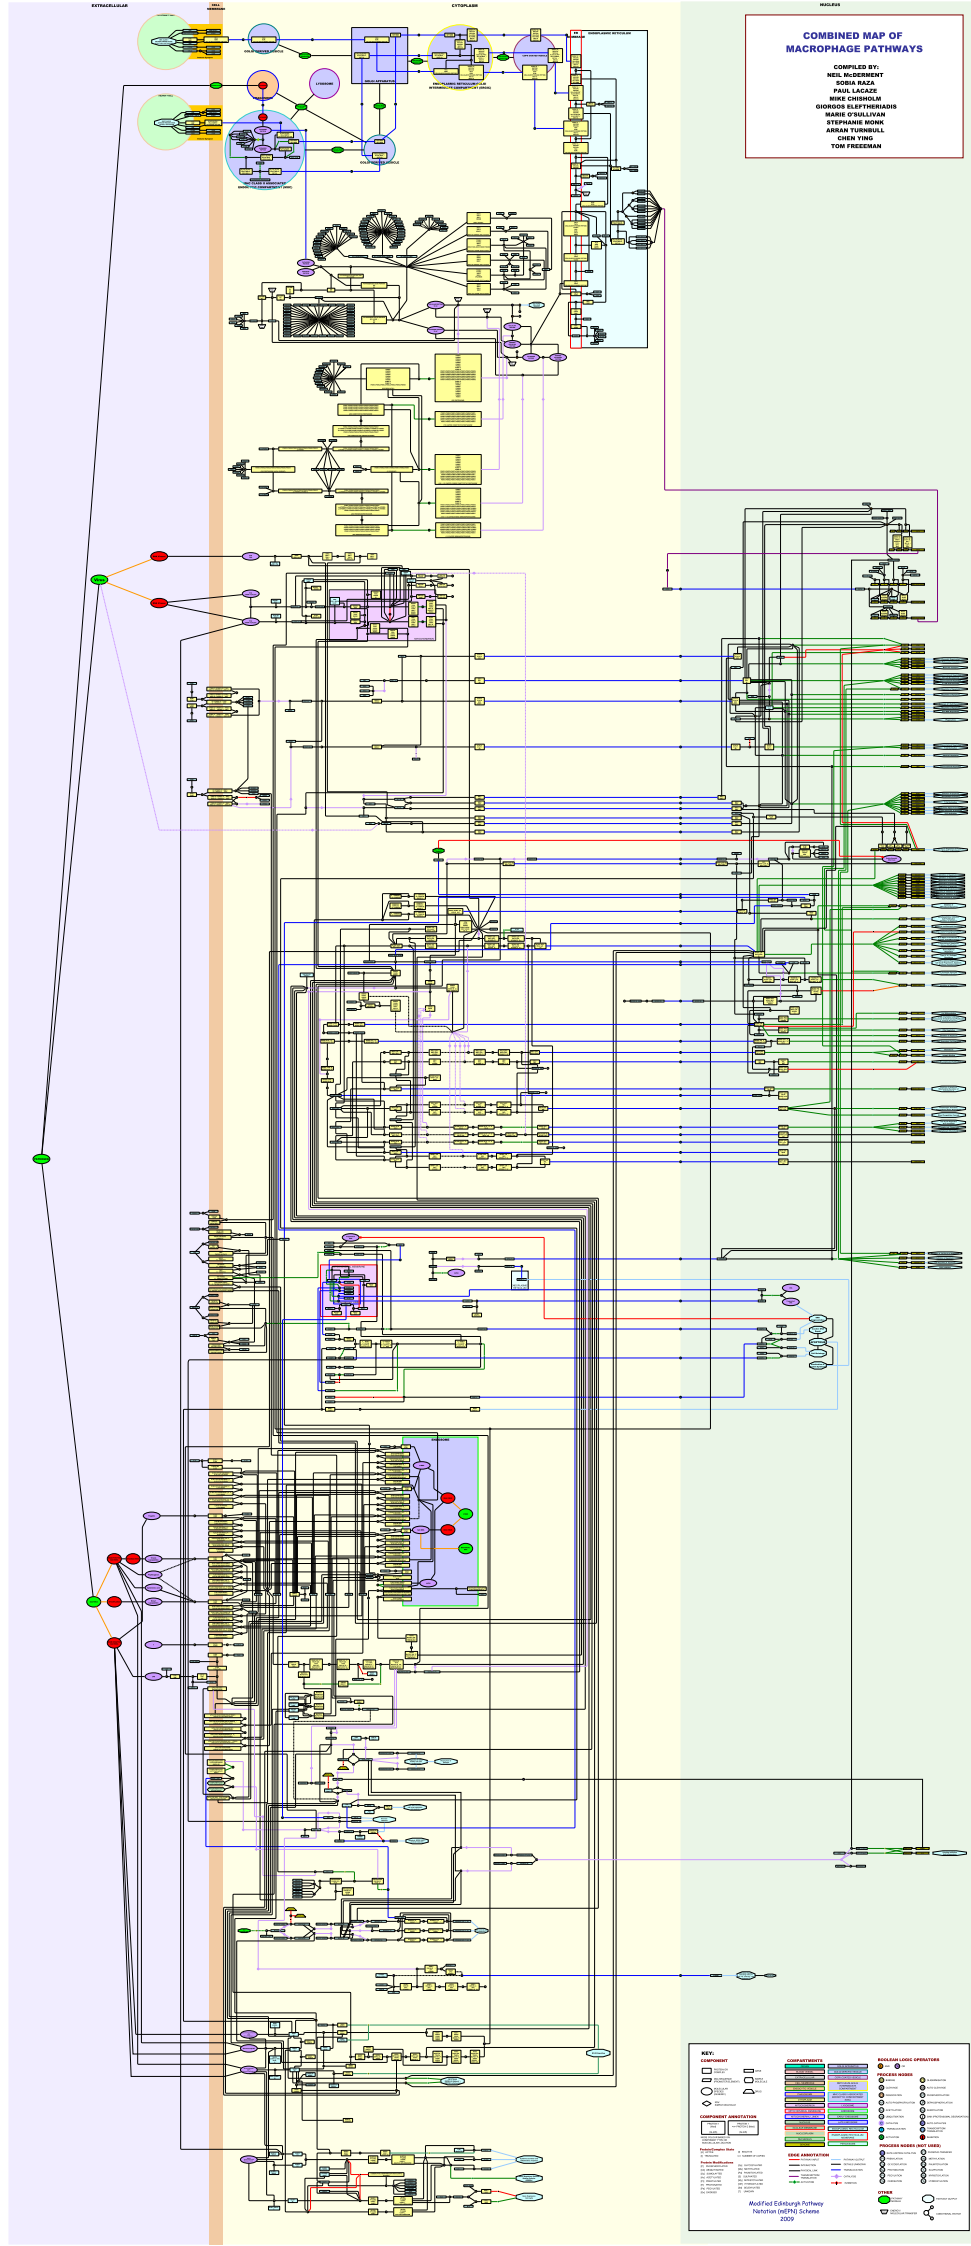

COMBINED MAP OF MACROPHAGE PATHWAYS

COMPILED BY:
NEIL McDERMONT
SOSH RAZA
PAUL LACAZE
MIKE CHISHOLM
GIORGOS ELEFTHERIADIS
MARIE O'SULLIVAN
STEPHANIE MONK
ARRAN TURNBULL
CHEN YING
TOM FREEMAN

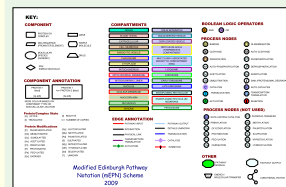

**Supplement:** Additional file 3 — Integrated Map of Macrophage Pathways_pdf-Version. A high resolution .pdf file for viewing the integrated map of macrophage pathways.

How the deposited data were processed for this re-analysis (not part of the article)

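The data are 12 arrays of macrophages grown from mouse bone marrow, 2 before treatment (0 h) and 2 each at 1, 2, 4, 8 and 24 h after 10 U/ml of Ifn-β. The deposited log2 values were made by the authors with RMA (background correction, quantile normalization and median polish over probes) in the Affymetrix Expression Console at the gene level, as the Methods and the deposited sample descriptions state; versions are not stated. The values lie between 0.81 and 14.20 with 2 decimals, 1 column per array and 1 value for each of 23332 transcript clusters. They were used as deposited, with no further normalization or filter. No counts are involved, so there is no depth per sample, and the number of arrays limits the precision. The median level of an array lay between 5.84 and 5.90. The upper quartile ran from 7.77 to 8.15 and was lowest in the arrays numbered 12 (7.77), 15 (7.86) and 16 (7.89), against 8.09 and 7.97 at 0 h. The arrays of a time are called biological replicates in the deposited descriptions, which also give separate wells as the source of their RNA, and no batch or pairing is given.

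Transcript clusters were matched to genes with the reference annotation supplied with the files. Of the 23332, 14996 had exactly 1 gene symbol, 1019 had several and 7317 had none. A gene with several clusters (135 genes) is given by the cluster with the highest mean level. Of the genes that the paper names for this experiment, 39 were measured, and the others are not reported here. Of the 521 members of 43 gene lists, 417 were measured.

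Each time was compared with 0 h, and 24 h with 8 h, by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with all 12 arrays and the 6 times as groups (residual degrees of freedom 6, prior degrees of freedom 2.31). The tests are two-sided, and p was adjusted by Benjamini-Hochberg within each comparison. A transcript was called at an adjusted p under 0.05 and a change of at least 1.5-fold. The time with the highest mean was named for each gene of the paper, and another time is said to be lower where its comparison with that time had an adjusted p under 0.05. The genes named are the 10 largest rises and the 10 largest falls at each time among called transcripts with exactly 1 symbol and with both arrays on the same side of both 0 h arrays, every gene the paper names for this experiment, and members of the gene lists.

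Gene lists with at least 4 measured members were tested with camera of limma at each of the 5 times. The test set each list against all other genes among the 14860 with exactly 1 symbol, each given by its cluster with the highest mean level. The correlation was preset at 0.01, which gives 215 tests adjusted together, and the tests were run again with an estimated correlation. Fry tested each list against no change. For the network, Pearson correlations over the 12 arrays were computed between all transcripts called at any time against 0 h with numpy 2.4.6 in Python 3.11.15, pairs at 0.9 or above were joined, and MCL was run with edges weighted by the correlation, an inflation of 2.2, self-loops of 1 and pruning at 1e-05. Clusters of more than 5 nodes were kept. Tables were handled with pandas 2.3.3, intervals of shares are Wilson intervals from scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

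The procedure was tested on simulated data with the design of these arrays, in which 50 transcripts each were raised or lowered by 0.60, 1, 2 and 5 on the log2 scale at 1 time. These are far fewer changes than were called at 4 h, so the rates need not hold for the data. Of the changed transcripts, 12%, 46%, 72% and 98% were called, and 6 unchanged transcripts were called. The rate that had been set beforehand, over 90% for a change of 2, was not reached in the first run or later; the change of 5, and the limits the test is now held to, were chosen after that first run. So a transcript that was not called cannot be taken as unchanged.

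The alternatives were an unadjusted p, no fold threshold, 2-fold, a fit of only the 2 groups compared, eBayes with trend and robust, array weights, quantile normalization applied again, each array centred on its median, the lowest 30% of transcripts by mean left out, the 8 h and 24 h arrays left out of the fit, and each array left out in turn. Where an array is left out, the lone array of its time is assumed to vary like those of the other times. For the network they were transcripts called at an unadjusted p, correlations of 0.95 and 0.85, linear values, inflations of 1.7 and 3.0 and edges of weight 1. Added after the values were seen were a fit of transcripts with a symbol only and fits without the 2 h or the 4 h arrays. Nothing was computed from the supplementary tables, which are at hand only in part, and no test of overlap or correlation of changes between times was run, because all times share the 0 h arrays.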

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

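Of the tests in this part, those of the labels and the pace of the arrays at 2 h and those of what lies behind the falls at 4 h were chosen after the result was seen.

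The difference between 24 h and 8 h was tested directly, and 283 transcripts were called, 49 higher and 234 lower at 24 h (94, 53, 67 and 66 called without the arrays numbered 17, 22, 18 and 23), while the numbers of the arrays at 8 h (18 and 23) and at 24 h (17 and 22) are out of step with those of the other times. If the arrays numbered 23 and 17 had exchanged labels, arrays of the same label would lie farther apart than arrays of different labels, but the ratio of these summed distances (over the log2 levels of all transcripts) was 0.846, and each of the 4 arrays was nearest to the other array of its own label. This argues against an exchange of 1 array from each time. An exchange of both pairs was not tested, although the arrays labelled 8 h lay at 70.5 to 71.3 from those at 4 h and the arrays labelled 24 h at 79.5 to 82.2. The time after Ifn-β and the time in culture stay open as explanations and were not tested, because no untreated culture was measured at either time.

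The arrays at 2 h, numbered 10 and 12, lay 76.9 apart, against at most 64.4 for the arrays of any other time, the array numbered 10 was nearest to that numbered 8 (1 h, 64.3 apart) and the array numbered 12 to that numbered 16 (4 h, 70.9 apart), and the number called at 2 h was 1237 without the array numbered 10 and 535 without the array numbered 12. If they had been an array of 1 h and an array of 4 h under a 2 h label, transcripts called higher at 4 h than at 1 h in a fit without both would stand in them as in an array of 1 h or 4 h left out in the same way, but on the way from 1 h (0) to 4 h (1) their median stood at 0.465 in the array numbered 10, against 0.0612 and 0.00 in those at 1 h, and at 0.229 in the array numbered 12, against 0.966 and 0.985 in those at 4 h. This argues against both mislabellings, although transcripts called lower stood at 0.128 in the array numbered 10, between the -0.0822 and 0.182 of the arrays at 1 h, and at 0.655 in the array numbered 12, against 0.955 and 0.890 at 4 h. If the well of the array numbered 12 had been further along the response, it would lie further toward 4 h than the other array in transcripts called between 4 h and 1 h more often than elsewhere, but this held for 59.5% of these transcripts (95% interval 57.0 to 62.1) and for 67.4% of the others. The interval treats transcripts of the same 2 arrays as independent and does not measure the spread between wells, so it does not settle their pace. A difference in RNA quality or hybridization of the array numbered 12, and a difference between the wells in kind rather than in pace, stay open and were not tested.

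At 4 h 922 transcripts were lower than at 0 h, most of them outside the genes the paper discusses, and 862 of them were not called at 8 h, while 270 were called higher at 8 h than at 4 h (243, 253 and 322 lower at 4 h without the arrays numbered 2, 15 and 16). A property of the arrays at 4 h alone would leave these transcripts unchanged from 1 h to 2 h, but their median change was -0.31, lower than in 100% of 10000 random sets matched on level (lowest -0.13), and by array -0.12 in that numbered 10 (random sets 0.01 to 0.06) and -0.49 in that numbered 12 (-0.28 to -0.21). If dim transcripts were behind the falls, fewer would be called without them, but 1054 were called with the lowest 30% by level left out. A property shared with the array numbered 12 would leave them unchanged from 1 h to 8 h, but the median change was -0.20, lower than in 100% of the random sets. The random sets come from the same arrays, so none of these ranks measures the spread between arrays. The upper quartile of levels was 7.77, 7.86 and 7.89 in the arrays numbered 12, 15 and 16. It was 8.13 and 8.03 at 1 h and 7.94 and 7.99 at 8 h. So the change to 8 h argues against such a property as the whole cause only if the arrays at 8 h do not share it. As part of the cause it stays open, since 770 falls were called with quantile normalization applied again and 711 with each array centred on its median. A passing fall of these transcripts after Ifn-β may account for the rest, which is a hypothesis that was not tested against untreated cultures at 4 h.

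Other results were noted because they concern genes or transcripts outside those the paper discusses. In the mitotic cell cycle list, 14 of 16 measured genes were lower at 24 h (3 without the array numbered 2, 17 or 22). In the DNA replication list, 8 of 17 were lower at 24 h (0 without the array numbered 2, 17 or 22, 1 without that numbered 4, 4 or 5 without any array at 1, 4 or 8 h, and 13 without the array numbered 10 or 12). Of the immediate early genes, 6 of 16 were lower at 2 h (5 to 7 with an array left out). A cluster of 26 nodes of the correlation network held no transcript with exactly 1 gene symbol and had a mean change of 1.05 at 4 h and 0.97 at 8 h. Another, of 17 nodes, also held none and was at -1.56 at 2 h and -1.18 at 24 h.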

How the results depend on the processing

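The fits without the 2 h or the 4 h arrays and that of transcripts with a gene symbol only were chosen after the values were seen.

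Against 128, 504, 1759, 476 and 338 transcripts called at 1, 2, 4, 8 and 24 h, 283 called between 24 h and 8 h and 2128 at any time, the counts stayed within 1.5 times with no fold threshold, with trend and robust in eBayes, with each array centred on its median, with the lowest 30% left out and with transcripts with a symbol only. At an unadjusted p they were 873, 1634, 2774, 1445, 1564, 1139 and 4823, with 3375 nodes and 45 clusters in the network. At 2-fold, 298, 733, 254 and 160 were called at 2, 4, 8 and 24 h, 149 between 24 h and 8 h and 960 at any time. When limma was given only the arrays of the groups compared, 0, 108, 1061, 153 and 0 were called at 1, 2, 4, 8 and 24 h, 16 between 24 h and 8 h and 1095 at any time (959 at 1 h and 1780 at 24 h at an unadjusted p in these fits), from fewer arrays. With array weights, 0.341 for the arrays at 2 h and 1.02 to 1.46 for the others, 239, 743 and 599 were called at 2, 8 and 24 h and 558 between 24 h and 8 h. Quantile normalization applied again gave 567 at 24 h and 444 between 24 h and 8 h, and moved the split of rises and falls at 4 h from 837 and 922 to 984 and 770; the cause of these moves was not tested. With the arrays at 8 h and 24 h left out, 78, 283 and 1106 were called at 1, 2 and 4 h, from fewer arrays. Without those at 2 h, 729 were called at 8 h and 593 at 24 h, and without those at 4 h, 202 at 24 h and 181 between 24 h and 8 h.

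With an array left out in turn, the lowest and highest counts were 66 and 148 at 1 h, 273 and 1237 at 2 h, 805 and 2123 at 4 h, 233 and 729 at 8 h, 55 and 593 at 24 h, 53 and 411 between 24 h and 8 h, and 970 and 3096 at any time. Counts moved by more than 1.5 times at 1 h without the array numbered 4 (73) or 5 (66); at 2 h without 2 (273), 4 (287) or 10 (1237); at 4 h without 2 (888), 4 (1134), 15 (805) or 16 (867); at 8 h without 2 (266), 4 (249), 18 (233), 23 (234), 10 or 12 (729 each); and at 24 h without 2 (77), 4 (138), 17 or 22 (55 each), 5, 8, 18 or 23 (197 each), 15 or 16 (202 each), 10 or 12 (593 each). Between 24 h and 8 h they did so without 17 (94), 22 (53), 18 (67), 23 (66), 15 or 16 (181 each), and at any time without 2 (970), 4 (1249), 15 (1123) or 16 (1183). Among these settings, falls outnumbered rises at 2 h without the array numbered 10 alone (345 higher, 892 lower). Rises outnumbered falls at 4 h without any array except 10 and 12, most of all without 2 (645 and 243), 15 (552 and 253) or 16 (545 and 322), as they did at 2-fold (469 and 264), with only the groups compared (594 and 467), without the arrays at 8 h and 24 h (655 and 451) and with each array centred on its median (917 and 711). At 24 h, with 143 higher and 195 lower in all arrays, rises outnumbered falls without 2 (61 and 16), 17 (38 and 17) or 22 (42 and 13). At an unadjusted p, falls outnumbered rises also at 2 h (670 and 964) and 8 h (703 and 742). Of the 39 genes of the paper, 36 to 39 had their highest mean at the same time.

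Of 195 pairs of a gene of the paper and a time, 91 were called; of these calls 42 were lost with only the arrays of the groups compared, 25 at 2-fold, 19 and 24 without the arrays numbered 2 and 4, and 0 to 15 without any other array, and 8 were gained at an unadjusted p. Of 215 tests of gene lists with camera, 89 passed, 9 with an estimated correlation, and 81 to 89 with an array left out; fry lost 17 and gained 4. In the network, a correlation of 0.95 gave 25067 edges and one of 0.85 gave 199342, by construction, the former with 47 clusters, for which the cause was not tested, and leaving out an array gave 935 to 2951 nodes, 32612 to 167069 edges and 12 to 40 clusters. Of 3 equal groups of transcripts by level, 1.02% of the lowest and 7.28% of the highest were called lower at 4 h, and 0.501% and 7.96% higher; whether signal over background limits the calls of the lowest or they changed less was not tested. No paired analysis was possible because no label pairs the arrays of different times.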

Differences from the paper's values

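No test in this part was chosen after the result was seen, apart from the tallies of the statements on induction and on receptor components.

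The paper's number of clusters of more than 5 nodes is 33, against 21 here at the same inflation of 2.2 and the same correlation threshold. Of the alternatives set before the data were examined, the number lay within 1.5 times of the paper's with transcripts called at an unadjusted p (45), at a correlation of 0.95 (47), with linear values (26), at inflations of 1.7 (24) and 3.0 (29), with all edges at weight 1 (23), without the array numbered 10 (40) and without the array numbered 12, where it was 33 and equal to the paper's. It did not at a correlation of 0.85 (18) and without any of the other 10 arrays (12 to 20). Without the array numbered 12 the network had 2534 nodes and 163834 edges, against the paper's 2045 and 92947. The edges differ by more than 1.5 times, so the equal number of clusters is not a match of the whole network. The paper's numbers of differentially expressed transcripts, nodes and edges, 2300, 2045 and 92947, stand beside 2128, 2001 and 104456 here and do not differ by that measure in the main setting. Among the same alternatives, the transcripts differed from the paper's in 7 of 21, the nodes in 5 of 16 and the edges in 8 of 16. The paper's text does not say whether its p was adjusted.

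The paper states that the genes of Fig. 5a to 5c, apart from Bcl2 and Irf1, were induced from the first time measured. In Fig. 5a all 6 means were above 0 h at 1 h, but only Tlr3 was called. In Fig. 5b, 8 of these 9 means were above 0 h at 1 h and 4 were called, and Tnf was at -0.62 (adjusted p = 0.168). In Fig. 5c, all 10 of these means were above 0 h at 1 h and 5 were called. No alternative run called a further gene of these panels up at 1 h, but none joined an unadjusted p with no fold threshold. The run at an unadjusted p kept the fold threshold, and the run with no fold threshold kept the adjusted p. In the main fit, the rises of Myd88, Tifa and Psmb9 at 1 h were under the fold threshold. So a gene not called at 1 h may still have risen by then. Tnf was called lower at 1 h at an unadjusted p and with quantile normalization applied again. The genes drawn in purple in Fig. 5c, read by eye, are stated to hold their level to 8 h; Psmb9 and Cybb were not lower at 8 h than at 4 h, while Tap1 fell by 0.91 on the log2 scale from 4 to 8 h (adjusted p = 0.0037).

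The paper states that, but for Ifngr1, the parts of the interferon receptors lay in clusters of induced genes. Over the 8 measured genes of Fig. 5d, 7 were called up and Ifngr1 down. Of the 7 receptor chains and kinases alone, Jak2 was called up at 4 h and Ifngr1 down, and Ifnar1, Ifnar2, Ifngr2, Jak1 and Tyk2 were called at no time. The legend of Fig. 5 gives non-regulated components in grey, so the paper's statement may cover the coloured ones alone. Read in that way, the calls of Jak2 and Ifngr1 do not differ from it. With no fold threshold Ifngr2 was called at 4 h, at -0.49, and without the array numbered 10 it was called lower at 2 h; Jak2 was also called at 2 h and at 8 h at an unadjusted p and with quantile normalization applied again.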

Other observations

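In this part, the counts of transcripts numbered below the named ones and the fit without the 2 h arrays were chosen after the values were seen.

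At 24 h, 14 of 16 measured genes of the mitotic cell cycle were lower (16 when adjusted over the list alone, 16 without the 2 h arrays), with a median change of -1.04 (camera, adjusted p = 5.32e-33; adjusted p = 0.132 with an estimated correlation). Mki67 had the largest fall in this list, and Top2a, which untangles replicated DNA, was at -1.13 (SE 0.11, adjusted p = 0.0034) and Ccna2, a cyclin, at -1.14 (SE 0.11, adjusted p = 0.0039). The mitotic list had 4 genes lower and 1 higher at 4 h (4 and 1 when adjusted over the list alone), the latter the motor protein Cenpe, at 0.70 (SE 0.16, adjusted p = 0.0296). Of 17 measured genes of DNA replication, 8 were lower at 4 h and 8 at 24 h (8 and 13 when adjusted over the list alone, 8 and 13 without the 2 h arrays), with a median change of -0.80 at 24 h (camera, adjusted p = 4.27e-25; adjusted p = 0.184 with an estimated correlation). They include the thymidine kinase Tk1, at -1.53 (SE 0.20, adjusted p = 0.0114) at 24 h, and the cyclin Ccne2, at -1.18 (SE 0.18, adjusted p = 0.0059) at 4 h. At 4 h, the genes lower in the mitotic list were 0 without the array numbered 2 or 16, 1 without 15 and 2 without 4 in limma, the call of Cenpe was lost without any array at 0, 4 or 8 h, and those lower in the replication list were 1 without 2, 5 without 4, 2 without 15 and 3 without 16. The calls of both lists at 24 h fell to 3 and 0 without the array numbered 2, 17 or 22, and no untreated culture was measured at 24 h, so time in culture runs with time after Ifn-β here as well. Of 16 measured immediate early genes, 4, 6, 3 and 3 were lower at 1, 2, 4 and 8 h and 7 were called at no time (5, 6, 3 and 6 when adjusted over the list alone), with Fos at -2.33 (adjusted p = 3.88e-05) and the phosphatase Dusp1 at -2.04 (adjusted p = 1.18e-04) at 2 h (camera, adjusted p = 7.47e-05; adjusted p = 0.294 with an estimated correlation). Atf3, Junb and Zfp36 of this list were higher at 4 h (3 when adjusted over the list alone), and fewer were without any array at 0 or 4 h. The numbers lower at 1, 4 and 8 h also moved with an array left out, and those at 8 h were all lost without the array numbered 4, 18 or 23.

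The high-affinity Fc receptor Fcgr1 and the receptor Fcgr4, which bind antibody on macrophages, were up at all 5 times, with 2.43 (SE 0.10, adjusted p = 3.97e-06) and 2.42 (SE 0.11, adjusted p = 4.16e-06) at 4 h, and 2 of 4 measured Fc receptors were not called (2 up at each time when adjusted over the list alone). Between 8 h and 24 h, 13 of 18 antiviral genes and 6 of 6 interferon-inducible GTPases fell (13 and 6 when adjusted over the list alone, 7 to 13 and 4 to 6 with an array left out), while Fcgr4 was not called in that comparison. Of the MAP-kinase list of 14 genes, the kinase Map3k8 (Tpl2) was up at 1, 2 and 4 h, at 1.71 (adjusted p = 0.0044) at 1 h, and Map2k1 was up while Map2k6 and Mapkapk3 were lower at 4 h (2 up and 3 down at 4 h when adjusted over the list alone); Fos and Dusp1 belong to this list too. Of 11 genes of the NF-kB family and its inhibitors, only Rel and Nfkbiz were called up, Rel at 2 h, at 0.82 (adjusted p = 0.0385), a call that was lost without the array numbered 4 or any at 1, 2, 4 or 8 h (2 up and 1 down at 2 h when adjusted over the list alone). In the list of Toll-like receptor adaptors, Myd88 and Tifa were up and Irak3 was lower at 4 h (2 and 1 when adjusted over the list alone), and the only surface Toll-like receptor gene called was the co-receptor Cd14, lower at 4 and 8 h, at -0.76 (adjusted p = 0.0042) and -0.60 (adjusted p = 0.0302) (1 at each time when adjusted over the list alone), the latter a call lost without any of the arrays at 0, 1, 4 or 8 h. At most 2 genes were called in the lists of cholesterol biosynthesis (Hmgcs1 lower at 2 h and Mvd lower at 4 h, of 16), glycolysis (Hk1 and Pfkp higher at 4 h, of 9), cytosolic ribosomal proteins (Rpl10a lower at 2 and 4 h, of 6), heat shock (Hsph1 lower at 4 h, of 4), the 19S proteasome regulator (Psmd5 lower at 4 h, of 17) and the ubiquitin ligase machinery (Cul2 higher and Skp2 lower at 4 h, of 14). When adjusted over the list alone, 2 were called at 4 h in each of the lists of cholesterol biosynthesis, glycolysis and ubiquitin ligases, 1 in those of ribosomal proteins and heat shock and 0 in that of the 19S regulator, where Psmd5 passed at an unadjusted p. As a list, cholesterol biosynthesis was lower than all other genes at 24 h, with a median change of -0.33 (camera, adjusted p = 2.19e-08; adjusted p = 0.294 with an estimated correlation), and also at 2 and 4 h, as were the ribosomal proteins at 1, 2 and 8 h, while glycolysis was higher at 1 h and the heat shock and stress lists at 8 h (camera, adjusted p from 0.0017 to 0.0465 at the preset correlation; none of these passed with an estimated correlation). With an array left out, those of the ribosomal proteins and of the stress list at 8 h passed in every case, as did that of cholesterol biosynthesis at 24 h, and the others were lost in at least 1. Of 12 genes of unfolded protein and amino acid stress, Asns, Trib3 and Ddit3 were called higher at some time and Herpud1 lower at 4 h, and of 12 receptors and regulators of resting macrophages, Cx3cr1 and Tgfbr1 were lower at some time and Gas6 was higher at 24 h (for stress genes 3 up and 2 down at 2 h, and for resting macrophages 2 down at 4 h, when adjusted over the list alone). With an array left out in turn, the calls of Mapkapk3, Tifa, Irak3, Trib3, Herpud1 and Tgfbr1, of Map3k8 at 2 h, Nfkbiz at 1 h and Myd88 and Cd14 at 4 h were made in every case, and the other calls named in this paragraph from the MAP-kinase list onwards were lost in at least 1. None of 15 genes of oxidative phosphorylation and none of 7 housekeeping genes was called by limma, and 0 passed at an unadjusted p under 0.05 with the same fold threshold.

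Markers of other cell types stayed largely uncalled. Of 7 T cell markers, Cd4 and Cd28 were higher at 24 h, at 0.97 (adjusted p = 0.005) and 0.93 (adjusted p = 0.0272), and Cd28 was lower at 4 h, at -0.64 (adjusted p = 0.0343), a call of Cd4 that was lost without either array at 24 h and calls of Cd28 that were each lost without any of 8 arrays in turn. Of 5 mast cell and basophil markers, Kit was lower at 4 h, at -1.16 (adjusted p = 0.0012). No marker of B cells (5), neutrophils (7), dendritic cells (5), fibroblasts (6), erythroid cells (4) or NK cells (5) was called by limma at any time, and at an unadjusted p under 0.05 with the same fold threshold 0 passed except for neutrophils, with 1, 1, 2 and 2 lower at 1, 4, 8 and 24 h (1, 0, 0 and 2 when adjusted over the list alone). Of the 7 macrophage markers, Cd14 alone was called. For T cells and mast cells the same genes were called when adjusted over the list alone. As lists, the T cell markers were higher than all other genes at 24 h (camera, adjusted p = 0.0355; adjusted p = 0.294 with an estimated correlation), which was lost without the array numbered 2, 10 or 12, and the neutrophil markers were lower at 1 h (camera, adjusted p = 0.0443; adjusted p = 0.433 with an estimated correlation), which was lost without the array numbered 4, 5, 8, 10 or 12. Against no change instead of other genes (fry), adjusted p was 0.0074 for the T cell markers at 24 h, 0.304 for the neutrophil markers at 1 h and 0.0392 for the macrophage markers at 4 h, where these were lower (camera, adjusted p = 0.278; adjusted p = 0.855 with an estimated correlation).

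Of the 7317 transcripts with no gene in the annotation used here, 6577 carry identifiers below those of every named transcript. Their median level was 4.64, against 6.38 for the others, and 328 of them were called at some time (4.99%, against 10.7% of the others). What these identifiers stand for is not known here.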
